# The transcriptional co-repressor Runx1t1 is essential for MYCN-driven neuroblastoma tumorigenesis

**DOI:** 10.1038/s41467-024-49871-0

**Published:** 2024-07-11

**Authors:** Jayne E. Murray, Emanuele Valli, Giorgio Milazzo, Chelsea Mayoh, Andrew J. Gifford, Jamie I. Fletcher, Chengyuan Xue, Nisitha Jayatilleke, Firoozeh Salehzadeh, Laura D. Gamble, Jourdin R. C. Rouaen, Daniel R. Carter, Helen Forgham, Eric O. Sekyere, Joanna Keating, Georgina Eden, Sophie Allan, Stephanie Alfred, Frances K. Kusuma, Ashleigh Clark, Hannah Webber, Amanda J. Russell, Antoine de Weck, Benjamin T. Kile, Martina Santulli, Piergiuseppe De Rosa, Emmy D. G. Fleuren, Weiman Gao, Lorna Wilkinson-White, Jason K. K. Low, Joel P. Mackay, Glenn M. Marshall, Douglas J. Hilton, Federico M. Giorgi, Jan Koster, Giovanni Perini, Michelle Haber, Murray D. Norris

**Keywords:** Paediatric cancer, Cancer epigenetics, Oncogenes

## Abstract

*MYCN* oncogene amplification is frequently observed in aggressive childhood neuroblastoma. Using an unbiased large-scale mutagenesis screen in neuroblastoma-prone transgenic mice, we identify a single germline point mutation in the transcriptional corepressor Runx1t1, which abolishes MYCN-driven tumorigenesis. This loss-of-function mutation disrupts a highly conserved zinc finger domain within Runx1t1. Deletion of one *Runx1t1* allele in an independent *Runx1t1* knockout mouse model is also sufficient to prevent MYCN-driven neuroblastoma development, and reverse ganglia hyperplasia, a known pre-requisite for tumorigenesis. Silencing *RUNX1T1* in human neuroblastoma cells decreases colony formation in vitro, and inhibits tumor growth in vivo. Moreover, *RUNX1T1* knockdown inhibits the viability of PAX3-FOXO1 fusion-driven rhabdomyosarcoma and MYC-driven small cell lung cancer cells. Despite the role of Runx1t1 in MYCN-driven tumorigenesis neither gene directly regulates the other. We show RUNX1T1 forms part of a transcriptional LSD1-CoREST3-HDAC repressive complex recruited by HAND2 to enhancer regions to regulate chromatin accessibility and cell-fate pathway genes.

## Abstract (web summary)

MYCN-amplified neuroblastoma remains an aggressive childhood cancer with its core regulatory circuits less understood. Here, the authors identify that the transcriptional corepressor Runx1t1 is indispensable for MYCN-driven neuroblastoma tumorigenesis.

## Introduction

Neuroblastoma, a disease of the neural crest and the most common tumor of infancy, contributes ~15% of pediatric cancer-related deaths, despite accounting for only 7–10% of all childhood cancer cases in developed countries^1,2^. The disease putatively arises from primitive sympathetic neural precursor cells, and tumors can develop at any point along the sympathetic nervous system, although are commonly found to arise within the adrenal medulla^2^. Amplification of the *MYCN* oncogene, critically important for patient stratification, occurs in ~25% of neuroblastomas and can lead to amplification levels greater than 100-fold^2,3^. *MYCN*, a transcription factor and member of the *MYC* family of proto-oncogenes, is essential for normal neuronal development, with mice lacking *Mycn* dying during embryogenesis with severe defects in the brain, heart, lungs, and central and peripheral nervous systems^4^. *MYCN-*amplified tumors are associated with aggressive disease, and amplification status remains a major prognostic marker used to stratify children to a high-risk category^5^. The survival rate of high-risk patients remains poor despite intensive therapy, and those patients who do survive have long-term sequelae^6^. Alternative treatments with fewer long-term side effects, therefore, are urgently needed.

The *Th-MYCN* neuroblastoma mouse model, involving targeted expression of human *MYCN* to neural crest cells, recapitulates aggressive human neuroblastoma. Tumors are histologically either undifferentiated or poorly differentiated neuroblastoma with a gene expression profile resembling late-stage *MYCN*-amplified disease^7^. Mice homozygous for the *MYCN* transgene all develop neuroblastoma by 7 weeks of age^8,9^, making this an ideal model for an unbiased genetic suppressor screen using *N*-ethyl-*N*-nitrosourea (ENU) mutagenesis^10^. ENU induces random, primarily point, mutations into the spermatogonial stem cells of male mice^11^, and has proven a powerful tool for elucidating genes and pathways involved in development and disease.

Here, we identify using ENU mutagenesis of *Th-MYCN* mice a pedigree harboring a single loss-of-function mutation in the co-repressor *Runx1t1*, which segregates with abolition of MYCN-driven neuroblastoma tumorigenesis. We also demonstrate this loss-of-function effect in an independent *Runx1t1* knockout mouse model, and via in vitro and in vivo studies silencing *RUNX1T1* in human neuroblastoma cells. These findings were extended to show that loss of RUNX1T1 also inhibits the viability of PAX3-FOXO1 fusion alveolar rhabdomyosarcoma (aRMS) and MYC-driven small cell lung cancer (SCLC) cells. In this work, we show that RUNX1T1 forms part of a repressive complex in neuroblastoma cells acting on enhancer regions to support MYCN and HAND2 in driving neuroblast hyperplasia and eventual transformation.

## Results

### Runx1t1 impacts MYCN-driven neuroblastoma development

To identify genes associated with MYCN-driven tumorigenesis, male *Th-MYCN* homozygous mice (129/SvJ background) were injected with ENU prior to mating with female homozygotes. Of 1716 viable offspring screened, a founder mouse (#1590) developed a tumor at 49 weeks of age (Supplementary Fig. 1a). Histopathological analysis of this tumor showed it to be a teratoma rather than neuroblastoma (Supplementary Fig. 1b). For this model, the lack of neuroblastoma tumor development was unprecedented, where normal tumor development in homozygous mice is invariably observed by 7 weeks of age (Supplementary Fig. 1a). The offspring of #1590 demonstrated equivalent neuroblastoma suppression with distribution showing a dominant Mendelian trait: half developing tumors normally by 7 weeks of age (unsuppressed; *n* = 11) and half displaying a delayed tumor phenotype (suppressed; *n* = 11), with only one of the latter mice developing a tumor (Fig. 1a, b).

**Fig. 1:**
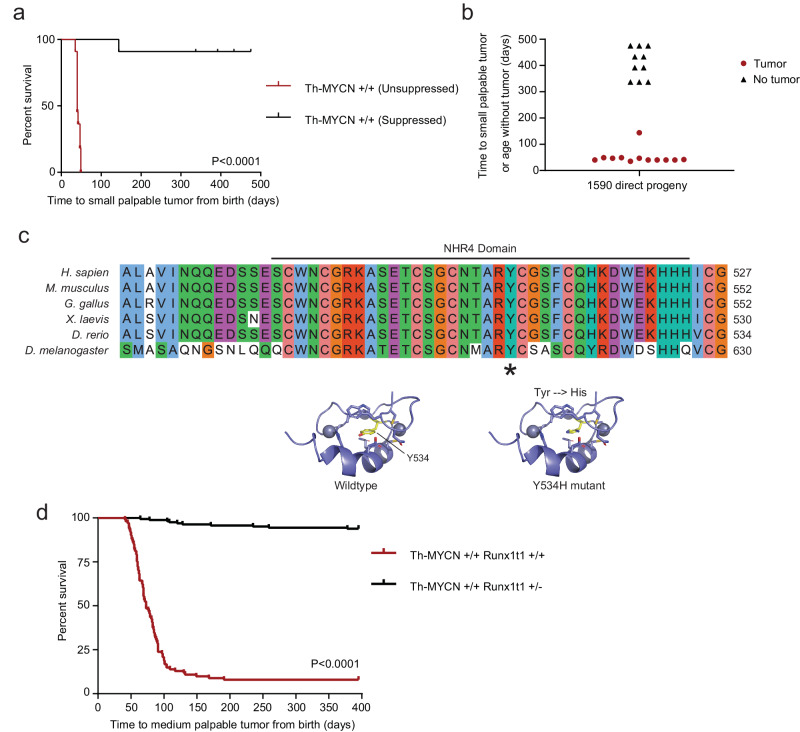
Single point mutation in NHR4 domain of *Runx1t1* that abrogates neuroblastoma development. **a** Kaplan–Meier survival analysis of progeny of the ENU-treated *Th-MYCN* mouse #1590, that were either wild-type for *Runx1t1* (red, unsuppressed) or had inherited the Y534H *Runx1t1* mutation (black, suppressed); *n* = 11 per genotype, *p* < 0.0001 (log-rank (Mantel–Cox) test). **b** Scatter plot showing time to tumor development in progeny of the ENU-treated mouse #1590 that were wild-type for *Runx1t1* (red), or had inherited the Y534H mutation (black), *n* = 11 per genotype. **c** Multiple protein sequence alignment of the RUNX1T1 NHR4 domain across a range of organisms. The suppressed tumor phenotype resulted from the substitution of histidine (H) for a highly conserved tyrosine residue (Y), denoted by the asterisk (upper panel). A schematic model of wild-type and mutant Runx1t1 NHR4 zinc-finger motif domain folding (bottom panel). **d** Kaplan–Meier survival analysis for homozygous *Th-MYCN* mice either wild type (*Th-MYCN* +/+ *Runx1t1* +/+) or with heterozygous knock-out (*Th-MYCN* +/+ *Runx1t1* +/−) of *Runx1t1*. Wild-type *Runx1t1* mice (red) demonstrated almost complete tumor penetrance, while *Runx1t1* heterozygous knock-out mice (black) almost entirely lacked the ability to form tumors (*n* = 101 for wild-type and *n* = 163 for heterozygous knock-out, log-rank (Mantel–Cox) test *p* < 0.0001). Source data are provided as a Source Data file.

To map the chromosomal location associated with this phenotype, the #1590 line was backcrossed to either BALB/c or C57BL/6 mice and bred to congenicity. The suppressed tumor phenotype was retained on both backgrounds when compared to normal *Th-MYCN* mice backcrossed using the same strategy (Supplementary Fig. 1c, d). Whole genome sequencing narrowed the critical region to the proximal end of chromosome 4 (9.4–43.07 megabase region), and further sequencing identified a single thymine:cytosine change in one allele of the *Runx1 partner transcriptional co-repressor 1* (*Runx1t1*) gene at co-ordinate chr4:13816819 (mm10). This mutation resulted in a tyrosine to histidine amino acid substitution (Y534H) and occurred within nervy homology region 4 (NHR4) of *Runx1t1*, one of four highly conserved regions displaying homology to the *nervy* gene found in Drosophila (Fig. 1c). Y534 was found to be invariant across species from Drosophila to humans.

NHR4 contains a MYND (**MY**eloid, **N**ervy, and **D**EAF-1) zinc-finger domain, which mediates protein interactions^12^. Protein modeling showed that Y534 is in the core of the MYND domain and suggested that substitution of this tyrosine with histidine would likely alter the nearby zinc coordination centers that are integral to the structure and be highly disruptive to the function of this domain (Fig. 1c).

### Runx1t1 haploinsufficiency prevents MYCN-driven tumorigenesis

To determine if the *Runx1t1*^Y534H^ mutation was causing the suppressed tumor phenotype, an independent mouse model with insertional inactivation of *Runx1t1*^13^ was crossed with *Th-MYCN* animals. Homozygous knockout of *Runx1t1* (*Runx1t1*^*-/-*^) resulted in death 1–2 days after birth as previously reported^13^. Loss of one functional allele of *Runx1t1* (*Runx1t1*^*+/−*^) almost completely abolished tumor development in *Th-MYCN*^*+/+*^ homozygous mice (Fig. 1d). Mice with wild-type *Runx1t1* (*Runx1t1*^*+/+*^) had 92% tumor incidence (93/101), as expected on this background, while *Runx1t1* haploinsufficiency decreased tumor incidence to 6.5% (10/163). This effect was replicated in mice hemizygous for the *MYCN* transgene, despite these mice having decreased tumor penetrance and longer latency due to a reduced *MYCN* dosage. The *Th-MYCN*^*+/−*^; *Runx1t1*^*+/+*^ mice displayed 9.9% tumor incidence (18/181), as compared to 0.87% (3/343) in *Th-MYCN*^*+/−*^; *Runx1t1*^*+/−*^ mice (Supplementary Fig. 1e). This effect was also observed in *MYCN* hemizygous *Runx1t1*^*+/*Y534H^ mice (Supplementary Fig. 1f), suggesting the *Runx1t1*^Y534H^ mutation is a loss-of-function in the context of neuroblastoma development, and providing strong evidence for *Runx1t1* having an important role in neuroblastoma tumorigenesis in this model.

### Runx1t1 blocks the maturation of precursor cells of neuroblastoma

We have previously shown that tumor initiation in *Th-MYCN* mice is dependent upon the inappropriate persistence of neuroblast hyperplasia within the paravertebral sympathetic ganglia^9^. Neuroblast hyperplasia is part of normal development, and in this study we observed a variable though generally high proportion of mice at birth exhibit neuroblast hyperplasia within the sympathetic ganglia (mean 52–76%) regardless of genotype (Fig. 2a). In mice lacking the *MYCN* transgene (*Th-MYCN*^*−/*−^; *Runx1t1*^*+/+*^ or *Th-MYCN*^−*/−*^; *Runx1t1*^*+/−*^), these hyperplastic regions regress by 2 weeks of age and mice show no evidence of neuroblastoma formation. However, *Th-MYCN*^*+/+*^; *Runx1t1*^*+/+*^ mice demonstrated persistence of neuroblast hyperplasia out to four weeks, while those with only one functional *Runx1t1* allele (*Th-MYCN*^*+/+*^; *Runx1t1*^*+/*−^) underwent regression of hyperplasia rapidly after birth, and by 4 weeks were indistinguishable from mice lacking the *MYCN* transgene (Fig. 2a). Irrespective of genotype, a small number of Runx1t1 positive neuroblasts were generally observed in the sympathetic ganglia at birth (Fig. 2b; left panels). However, by four weeks of age, *Th-MYCN*^*+/+*^; *Runx1t1*^*+/+*^ mice showed a marked increase in the number of Runx1t1 positive neuroblasts, while for all other genotypes Runx1t1 expression was virtually absent (Fig. 2b; right panels).

**Fig. 2:**
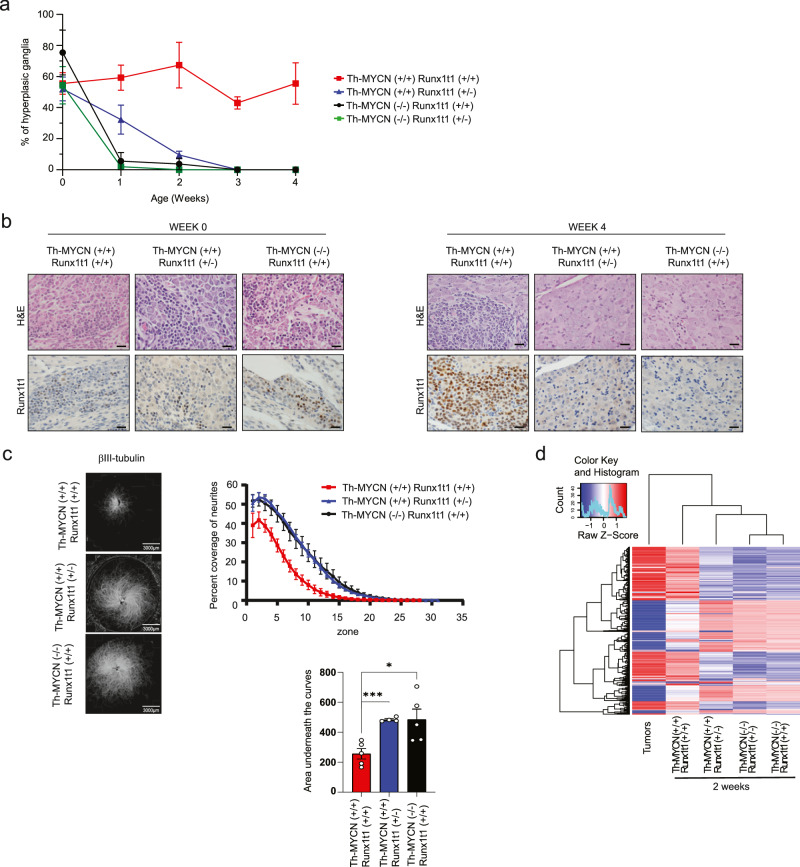
Runx1t1 loss reverses MYCN-mediated sustained hyperplasia and induces ganglia neurite extension. **a** The percentage neuroblast hyperplasia scored from homozygous *Th-MYCN* (+/+) mice or littermate mice lacking the *MYCN* transgene (−/−), with either wild-type (+/+) or heterozygous loss (+/−) of *Runx1t1*. Scoring of *N* = 3–8 independent mice was performed for each genotype and timepoint. All data points were *N* = 3, except for +/+, +/+ week 1 and week 2 (*N* = 4); +/+, +/− day 0 (*N* = 8) and week 4 (*N* = 4); −/−, +/− day 0 (*N* = 6), week 1 (*N* = 4) and week 4 (*N* = 5). The graph is mean ± SEM. **b** Representative histology of RUNX1T1 staining in ganglia from mice homozygous for the *Th-MYCN* transgene, and either wild-type or heterozygous for *Runx1t1* from day 0 and 4 weeks of age. Neuroblast hyperplasia is defined as ≥30 small round blue cells within a sympathetic ganglion^9^. Photos were taken at 600X magnification, and the scale bars represent 20 microns. **c** βIII-tubulin staining of sympathetic ganglia isolated from *Th-MYCN* mice. The percent coverage of neurites was calculated and the area under the curve determined for each ganglia. *N* = 4 (+/+, +/−) or 5 (−/−, +/+ and +/+, +/+), Graphs are Mean ± SEM, *p = 0.0181, ***p = 0.0007. Two-tailed unpaired *t*-test. **d** Heatmap displaying gene clustering following RNA-Seq analysis of ganglia dissected from two-week-old *Th-MYCN* mice with either homozygous or heterozygous *Runx1t1*, compared to fully developed murine neuroblastoma tumors. Source data are provided as a Source Data file.

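The RNA-Seq of Fig. 2d is deposited as 16 libraries, each from a single sample, in 5 groups. Celiac ganglia of 2-week-old mice made up 4 of the groups: 4 ganglia without the MYCN transgene and with wild-type Runx1t1, 3 transgene-free ganglia labelled Runx1t1 het (1 functional allele), 3 ganglia of Th-MYCN homozygous mice with wild-type Runx1t1 (MYCN ganglia with wild-type Runx1t1) and 2 ganglia of Th-MYCN homozygous mice labelled Runx1t1 het (MYCN ganglia labelled Runx1t1 het). The last group was 4 tumors of Th-MYCN homozygous mice with wild-type Runx1t1. The word labelled is kept for both het groups because Runx1t1 RNA did not separate them from their wild-type counterparts. The human MYCN transgene has no row in the table of mouse genes, and Mycn stands for the mouse gene throughout.

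The authors aligned paired-end reads of SMARTer Stranded Total RNAseq libraries to mm10 with STAR and deposited RSEM expected counts and TPM for 24411 genes, of which 4507 were at 0 in every library. The sample labels describe the RNA as polyA RNA, whereas the paper describes total RNA libraries. The counts per library ran from 10692299 to 33257628 (median 19932209) in transgene-free ganglia with wild-type Runx1t1, from 12169412 to 36337191 (median 29570662) in transgene-free ganglia labelled het, from 11240429 to 35779888 (median 24873952) in MYCN ganglia with wild-type Runx1t1, from 12367963 to 14221960 (median 13294961) in MYCN ganglia labelled het and from 27096032 to 38618757 (median 33869940) in tumors. The mean was 24614404 ± 10684531 counted fragments (SD, n = 16), or 49228808 reads at 2 reads per fragment, and the paper's stated average is 60000000 reads per sample. Counts of 3 or fewer were treated as the floor.

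Depth split the ganglia. 6 ganglion libraries held fewer than 20000000 counts: both MYCN ganglia labelled het, replicate 1 of the MYCN ganglia with wild-type Runx1t1, replicate 1 of the transgene-free ganglia labelled het and replicates 1 and 2 of the transgene-free ganglia with wild-type Runx1t1. The other 10 libraries, all tumors among them, held more. Sex was uneven as well: RNA of the Y-linked gene Ddx3y was above 1 CPM in 3 of the 12 ganglia and in 3 of the 4 tumors, and in neither of the MYCN ganglia labelled het.

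For tests across genes, the expected counts were rounded to whole numbers, 16665 genes were kept by edgeR's filter on low counts, libraries were normalized by TMM, and all 5 groups were fitted together with edgeR's quasi-likelihood model, with Benjamini-Hochberg adjustment and a threshold of 0.05. For distances between libraries, the authors' TPM values were used.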

A similar phenomenon was also observed in the *Th-MYCN*^*+/+*^; *Runx1t1*^*+/Y534H*^ mice, which showed complete regression of neuroblast hyperplasia by four weeks after birth (Supplementary Fig. 2a). In brain samples obtained from *Th-MYCN*^*+/+*^ mice with either wild-type or mutant *Runx1t1*, Runx1t1 protein expression was not significantly different between both groups, indicating that the point mutation does not affect Runx1t1 protein stability (Supplementary Fig. 2b). These results suggest a critical window between 0-4 weeks where Runx1t1 is required for neuroblastoma formation.

MYCN is believed to exert its effects via a block to normal cell differentiation pathways such as neuritogenesis. Consistent with this, in vitro culture of whole ganglia from *Th-MYCN*^*+/+*^*; Runx1t1*^*+/+*^ mice demonstrated a lack of neurite outgrowth by comparison with either *Th-MYCN*^*−/−*^ mice or *Th-MYCN*^*+/+*^; *Runx1t1*^*+/−*^ mice (Fig. 2c). Furthermore, RNAseq analysis showed that ganglia from transgenic mice with wild-type *Runx1t1* (*Th-MYCN*^*+/+*^; *Runx1t1*^*+/+*^) clustered more closely with fully developed tumors from these mice, while ganglia from *Th-MYCN* mice with only one functional copy of *Runx1t1*, clustered with *Th-MYCN* mice lacking the *MYCN transgene*, regardless of their *Runx1t1* genotype (Fig. 2d). These findings indicate that neuroblastoma tumorigenesis in this transgenic model requires a sustained high level of Runx1t1 above that needed for normal embryonal development.

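The position of each ganglion between transgene-free ganglia and tumors was measured on log2(TPM + 1) of the 1000 genes with the largest variance over the 16 libraries, among genes with a mean TPM of at least 1. Each library was projected on the line from the mean of the 7 transgene-free ganglia (0) to the mean of the 4 tumors (1), and a library of either end group was left out of its own mean. This tumor-likeness index was 0.970 ± 0.0292 (SD, n = 4) in tumors and 0.00945 ± 0.114 (SD, n = 7) in transgene-free ganglia. MYCN ganglia with wild-type Runx1t1 had an index of 0.277 ± 0.222 (SD, n = 3), with 0.492 in replicate 1, 0.0478 in replicate 3 and 0.292 in replicate 4. MYCN ganglia labelled Runx1t1 het had an index of 0.0524 ± 0.101 (SD, n = 2), with −0.0187 in replicate 1 and 0.123 in replicate 2.

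Of the 3 comparisons made, that between MYCN ganglia with wild-type Runx1t1 and transgene-free ganglia gave a difference of 0.268 (exact two-sided permutation test, p = 0.0167, adjusted over the 3 comparisons 0.05; the smallest p the design allows is 0.00833). Without replicate 1 of these MYCN ganglia the difference was 0.156 and without replicate 4 it was 0.261, each with an exact permutation p of 0.0556. Without replicate 3 it was 0.384 (exact permutation p = 0.0278, the smallest possible). Replicate 2 of the transgene-free ganglia with wild-type Runx1t1 stood apart in lymphocyte genes, and without it the difference was 0.296 (exact permutation p = 0.0119, the smallest possible). MYCN ganglia labelled het differed from transgene-free ganglia by 0.0429 (exact permutation p = 0.75, adjusted 0.75). This value moved with single ganglia: it was 0.115 without replicate 1 and −0.0265 without replicate 2 of the MYCN ganglia labelled het, and 0.0802 (exact permutation p = 0.107) without replicate 2 of the transgene-free ganglia with wild-type Runx1t1. The difference between both kinds of MYCN ganglia was 0.225 (exact permutation p = 0.3, adjusted 0.45), and 3 ganglia against 2 cannot give a p below 0.1. Among the alternatives that kept all libraries, the pseudocount moved the difference of MYCN ganglia with wild-type Runx1t1 from transgene-free ganglia most. With 0.1 in place of 1 it was 0.222, and with cell cycle genes left out it was 0.236. For MYCN ganglia labelled het, the difference was 0.0409 with that pseudocount. It ranged from 0.0255 with all genes of a mean TPM of at least 1 to 0.0623 with TMM-normalized log2 CPM. Among libraries over 20000000 counts, the 2 MYCN ganglia with wild-type Runx1t1 lay 0.188 above the 4 transgene-free ganglia (exact permutation p = 0.0667, the smallest possible), 0.310 with replicate 4 alone and 0.0660 with replicate 3 alone. Among libraries under 20000000 counts, the 2 MYCN ganglia labelled het lay 0.00613 above the 3 transgene-free ganglia (exact permutation p = 1; smallest possible 0.1). That value moved with each library left out. It was 0.113 without replicate 2 of the transgene-free ganglia with wild-type Runx1t1 (exact permutation p = 0.333, the smallest possible). It was −0.0397 without replicate 1 of that group and −0.0545 without replicate 1 of the transgene-free ganglia labelled het. Without replicate 1 or 2 of the MYCN ganglia labelled het it was 0.0772 or −0.0649. In this batch, only replicate 1 represents the MYCN ganglia with wild-type Runx1t1.

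On the same genes, the mean Euclidean distance of a ganglion to the tumors was 1.92 ± 1.07 times (SD, n = 3) its distance to the transgene-free ganglia in MYCN ganglia with wild-type Runx1t1 and 2.84 ± 0.654 times (SD, n = 2) in MYCN ganglia labelled het. Replicate 1 with wild-type Runx1t1, at 1.01, was about as far from the tumors as from the transgene-free ganglia. Replicates 3 and 4 with wild-type Runx1t1 were at 3.10 and 1.63, and replicates 1 and 2 labelled het at 3.30 and 2.38. In a dendrogram of the 5 group means (row z-scores, Euclidean distance, average linkage), both transgene-free groups joined first, at a height of 18.8. MYCN ganglia labelled het joined them at 21.6, MYCN ganglia with wild-type Runx1t1 joined at 26.6 and the tumors joined last, at 63.9. With 1 minus the Pearson correlation as the distance, MYCN ganglia with wild-type Runx1t1 joined the tumors instead. With a pseudocount of 0.1, MYCN ganglia labelled het joined those with wild-type Runx1t1 at 25.9, before the transgene-free ganglia at 27.8, and with all genes of a mean TPM of at least 1 they joined the transgene-free ganglia labelled het first, at 95.1.

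**Figure D1:**
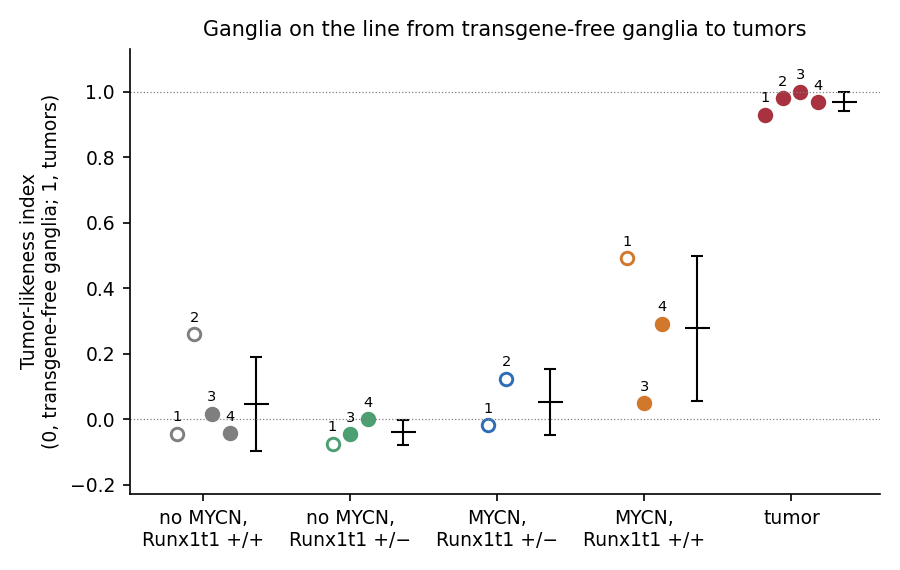
Tumor-likeness index of each library (vertical axis, no unit; dotted lines at 0 and 1) by group, with the replicate number above each point, open points for libraries under 20000000 counts, and the mean ± SD of each group in black. The 3 MYCN ganglia with wild-type Runx1t1 spread from 0.0478 to 0.492, and replicate 2 of the transgene-free ganglia with wild-type Runx1t1, at 0.259, lies among them. That transgene-free ganglion stood apart from the other ganglia in lymphocyte genes.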

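Gene by gene, MYCN ganglia with wild-type Runx1t1 differed from tumors in 5755 of the 16665 genes tested, 3415 higher and 2340 lower in the ganglia. They differed from transgene-free ganglia with wild-type Runx1t1 in 156 genes, 139 higher and 17 lower with MYCN. This number depended on single ganglia: it was 0 without replicate 1 and 1811 without replicate 3 of the MYCN ganglia, and 0 with only the groups compared in the fit. Of the 5 highest and 5 lowest genes by fold change, Igfbpl1 (chromosome 4 of GRCm38, 45809468 to 45826923) was at 34.1 ± 41.0 CPM (SD, n = 3; from 0.496 to 79.8) with MYCN and at the floor without, at least 197-fold higher (adjusted p = 0.0263 from edgeR's quasi-likelihood test). Neurod1 (chromosome 2, 79452521 to 79456751) was at 11.8 ± 18.5 CPM (SD, n = 3; from 0.496 to 33.1) with MYCN and at 0 in all 4 transgene-free ganglia, at least 68.0-fold higher (adjusted p = 0.0473, edgeR). Without replicate 1 of the MYCN ganglia the bounds were 65.1-fold for Igfbpl1 (adjusted p = 0.0884, edgeR) and 6.71-fold for Neurod1 (adjusted p = 0.232, edgeR). Cckar (chromosome 5, 53697776 to 53707705) fell from 47.8 ± 17.2 CPM (SD, n = 4) to 9.67 ± 4.81 CPM (SD, n = 3), a log2 fold change of −2.32 (standard error 0.463, adjusted p = 0.0397, edgeR; 0.231 without replicate 1 of the MYCN ganglia). The other 7 genes of that rule were Kcnj6, Kcnmb2 and Nhlh2, which were higher, and Syt10, Asic1, Chst7 and Pstpip1, which were lower. Of 34 genes named in the paper, 1 (Runx1t1) passed over all genes and 7 adjusted over the list alone.

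Between MYCN ganglia labelled het and those with wild-type Runx1t1, 2 genes passed the threshold, against 2094 with an unadjusted p under 0.05. Tmed8 (chromosome 12, 87166237 to 87200454) was at 85.9 ± 6.93 CPM (SD, n = 2) in the ganglia labelled het and 38.1 ± 0.783 CPM (SD, n = 3) in those with wild-type Runx1t1, a log2 fold change of 1.17 (standard error 0.142, adjusted p = 0.0173, edgeR). Plxnc1 (chromosome 10, 94790866 to 94944835) was at 175 ± 38.6 CPM (SD, n = 2) and 70.4 ± 5.06 CPM (SD, n = 3), a log2 fold change of 1.32 (standard error 0.185, adjusted p = 0.0448, edgeR). Neither gene passed the threshold with a term for library depth, with a term for sex, with a block for the replicate number, with only the groups compared in the fit, or without replicate 1 or 4 of the ganglia with wild-type Runx1t1. No gene passed between MYCN and transgene-free ganglia labelled het (242 at an unadjusted p under 0.05), between transgene-free ganglia labelled het and with wild-type Runx1t1 (687), or for the interaction of MYCN with Runx1t1 genotype (937). Across the 156 genes changed by MYCN with wild-type Runx1t1, the effect of MYCN in ganglia labelled het had a slope through 0 of 0.441 on the effect with wild-type Runx1t1 (Pearson r = 0.729 across genes, which are not independent replicates), and 120 of the genes changed the same way. These genes were selected by their effect with wild-type Runx1t1; over all 16665 tested genes the slope was 0.157 (r = 0.194) and 9557 genes changed the same way. Without replicate 2 of the MYCN ganglia labelled het the slope over the 156 genes was 0.244 and 88 of them changed the same way.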

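Runx1t1 lies on chromosome 4 of GRCm38 from 13743436 to 13893649. Its RNA, as TMM-normalized CPM, was 227, 123, 131 and 198 in tumor replicates 1 to 4. In MYCN ganglia with wild-type Runx1t1 it was 243 in replicate 1, 23.4 in replicate 3 and 111 in replicate 4. In MYCN ganglia labelled Runx1t1 het it was 25.3 and 49.9. Transgene-free ganglia with wild-type Runx1t1 had 8.47, 10.8, 13.1 and 12.2 CPM, and transgene-free ganglia labelled het had 13.3, 13.1 and 18.2 CPM.

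Among the 12 ganglia, those labelled with 1 functional allele (n = 5) and those with 2 (n = 7) differed by −0.35 on the log2(CPM + 1) scale (exact two-sided permutation test, p = 0.696, adjusted over 4 comparisons 0.696). Without replicate 1 of the MYCN ganglia with wild-type Runx1t1 the difference was 0.17. In transgene-free ganglia alone the difference was 0.39, higher with 1 allele (exact permutation p = 0.0857, adjusted 0.171; the smallest possible is 0.0286), and in MYCN ganglia alone it was −1.26 (exact permutation p = 0.5, adjusted 0.667; the smallest possible is 0.1). Runx1t1 RNA therefore did not check the het labels. MYCN ganglia of both genotypes exceeded transgene-free ganglia by 2.20 on the log2 scale, each of the 5 above each of the 7 (exact permutation p = 0.00126, the smallest possible, adjusted 0.00505), and with TPM in place of CPM by 2.04. Values of whole ganglia do not separate RNA per cell from the share of cells that express Runx1t1. In SH-EP cells the paper reports more RUNX1T1 protein with MYCN and no significant change in its mRNA.

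In the fit of all groups, Runx1t1 was lower in MYCN ganglia labelled het than in tumors (log2 fold change −2.18, standard error 0.656, adjusted p = 0.0149 from edgeR's quasi-likelihood test; both ganglia below all 4 tumors). In MYCN ganglia with wild-type Runx1t1 the log2 fold change against tumors was −0.43 (standard error 0.521, adjusted p = 0.546, edgeR); it was −1.34 without replicate 1 and 0.06 without replicate 3. Against transgene-free ganglia with wild-type Runx1t1 it was 3.49 (standard error 0.547, adjusted p = 0.0296, edgeR; 3 of 3 above all 4), and it was 2.59 to 3.98 with 1 ganglion left out. The gene did not pass without replicate 1 (adjusted p = 0.135, edgeR) or 4 (0.0798) of these MYCN ganglia, without replicate 1, 3 or 4 of the transgene-free ganglia, or with only the groups compared in the fit (0.378). Between both kinds of MYCN ganglia the log2 fold change was −1.74 (standard error 0.660, adjusted p = 0.350, edgeR). A correlation of Runx1t1 with the tumor-likeness index was not computed over all ganglia, which fall into groups by genotype. Within the 7 transgene-free ganglia Pearson's r was −0.164 (exact permutation p = 0.564) and Spearman's rho −0.143 (exact permutation p = 0.783). Without the 2 transgene-free ganglia farthest from the median of Runx1t1, r was −0.893. That value rests on fewer than the 6 libraries required here, so no relation is read from it. It also includes replicate 2 with wild-type Runx1t1 (index 0.259), which stood apart in lymphocyte genes. In the MYCN ganglia, which are of both genotypes and fewer than the 6 libraries required here for a correlation, the relation was not tested. Runx1t1 in CPM and the index were 243 and 0.492, 23.4 and 0.0478, and 111 and 0.292 in replicates 1, 3 and 4 with wild-type Runx1t1, and 25.3 and −0.0187, and 49.9 and 0.123 in replicates 1 and 2 labelled het.

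From neurite outgrowth and the clustering of ganglia and tumors, the paper proposes that tumorigenesis in this model needs a sustained high level of Runx1t1, above the level for normal development.

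**Figure D2:**
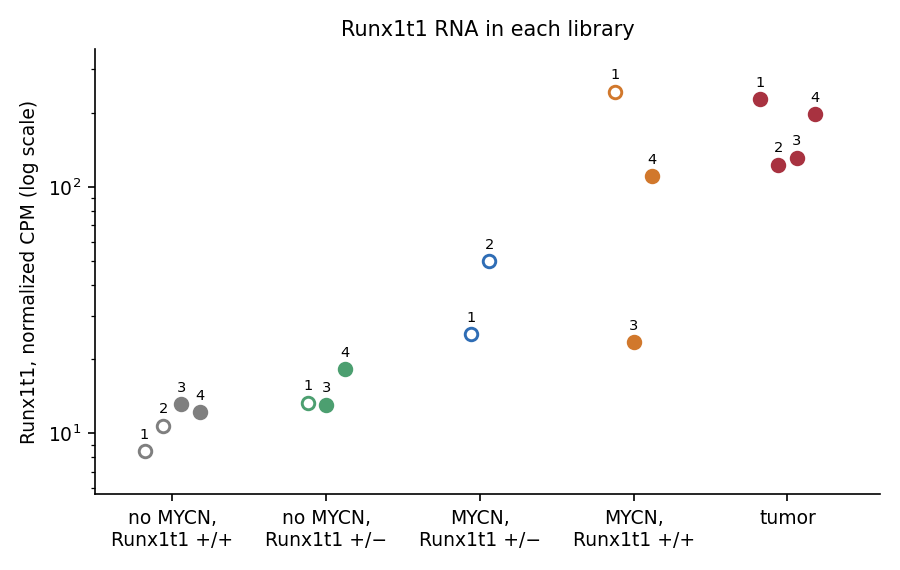
Runx1t1 in each library (vertical axis, TMM-normalized CPM on a log scale) by group, with the replicate number above each point and open points for libraries under 20000000 counts. The 7 transgene-free ganglia lie between 8.47 and 18.2 CPM, below all MYCN ganglia and tumors, and MYCN ganglia with wild-type Runx1t1 spread from 23.4 to 243 CPM.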

### MYCN drives increased RUNX1T1 translation

Although high levels of *Runx1t1* RNA were found in the brains and tumors of *Th-MYCN* mice with wild-type *Runx1t1* compared to liver tissue, high levels of corresponding *MYCN* RNA were observed only in the tumors of these mice (Fig. 3a). In contrast, high protein levels of both MYCN and Runx1t1 were only observed in tumor samples (Fig. 3b). Furthermore, examination of human neuroblastoma cell lines showed no significant difference in the mean level of *RUNX1T1* RNA expression between *MYCN*-amplified and non-amplified lines (Fig. 3c), while RUNX1T1 protein levels were markedly higher in those lines with amplified *MYCN* (Fig. 3d), suggesting that MYCN drives increased RUNX1T1 translation, not transcription.

**Fig. 3:**
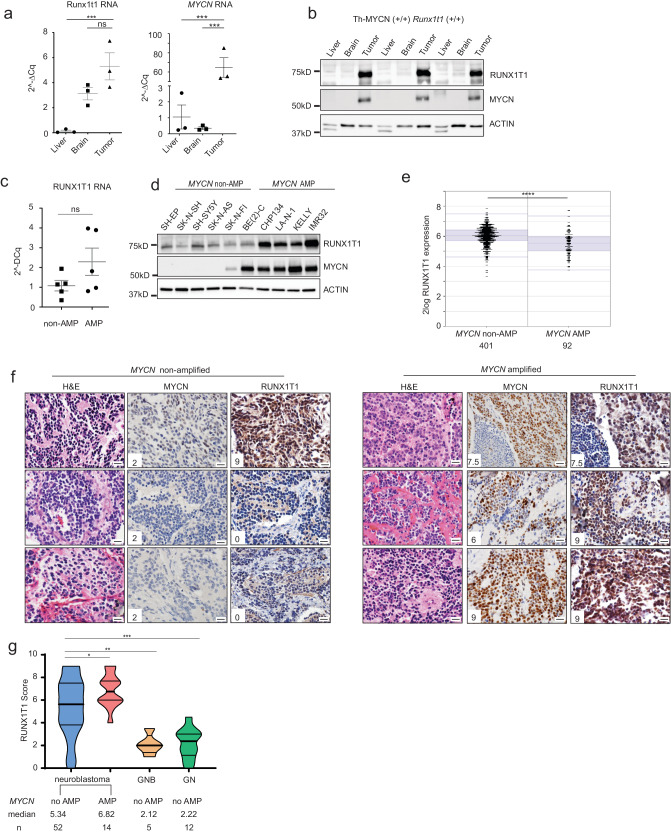
RUNX1T1 protein level correlates with neuroblastoma aggressiveness. **a** *Runx1t1* and *MYCN* mRNA expression in liver, brain, and tumor samples from homozygous *Th-MYCN* mice with intact *Runx1t1* relative to the control, *Gusb*. Means ± SEM (*n* = 3) are indicated. Data were analysed using one-way-ANOVA and corrected for the multiple comparison using the Tukey test. ***p = 0.0042, ns *p* = 0.1385 for *Runx1t1*; ***p = 0.0006 for *MYCN*. Three independent mice were used for each tissue. **b** Western blot for RUNX1T1 and MYCN in liver, brain, and tumor from homozygous *Th-MYCN* mice; *n* = 3 independent mice. **c** *RUNX1T1* mRNA expression relative to the control *GUSB* in *MYCN*-non-amplified (non-AMP) and amplified (AMP) neuroblastoma cell lines. Means ± SEM (*n* = 5 data points representing five different cell lines in each group, and the value of each data point is the mean of three biological repeats) are indicated, two-tailed Mann–Whitney test, *P* = 0.3095. **d** Western blot for RUNX1T1 and MYCN across a panel of *MYCN* non-amplified (non-AMP) and *MYCN* amplified (AMP) neuroblastoma cell lines. This experiment has been repeated once with similar results. **e** Scatter plot of *RUNX1T1* mRNA expression in *MYCN* non-amplified (non-AMP) and amplified (AMP) tumors from a publicly available dataset (SEQC) of tumor samples from the neuroblastoma R2 database, *n* = 410 non-AMP and *n* = 92 AMP samples; two-tailed unpaired *t*-test, ****p < 0.0001. **f** A tissue microarray (TMA) of human neuroblastoma tumor samples (*n* = 66) was stained with antibodies to either MYCN or RUNX1T1. Photos from three representative *MYCN*-non-amplified samples and three *MYCN*-amplified samples are shown. Numbers in panels indicate staining intensity. Photos were taken at 600× magnification, and the scale bars represent 20 microns. H&E, hematoxylin and eosin. **g** RUNX1T1 staining intensity was scored for all samples in the TMA. Neuroblastoma samples were split into non-amplified (*n* = 52) and amplified (*n* = 14) and compared to benign diseases of ganglioneuroblastoma (GNB) (*n* = 5) and ganglioneuroma (GN) (*n* = 12). Violin plot describes distribution of intensity, width describes frequency of score in tumors. The thick line represents the median, thin line represents the 25th and 75th percentiles. The bounds of the box show the range of scores. Unpaired *t*-test, two-tailed *p = 0.0403; **p = 0.0064; ***p = 0.0001. Source data are provided as a Source Data file.

To investigate the association of *RUNX1T1* with patient outcome in primary neuroblastoma, Kaplan–Meier survival analysis was performed on a publicly available RNAseq dataset of 498 neuroblastoma samples. Unexpectedly, low expression rather than high expression of *RUNX1T1* mRNA was found to be predictive of poor outcome (Supplementary Fig. 2c). In addition, the level of *RUNX1T1* mRNA was significantly lower in *MYCN*-amplified tumors by comparison with non-amplified tumors (Fig. 3e). Given these results, we next analysed RUNX1T1 protein expression in an independent tissue microarray (TMA) of primary neuroblastoma (*n* = 77), ganglioneuroblastoma (*n* = 5), and ganglioneuroma (*n* = 12). The neuroblastoma TMA cohort has been shown to be representative of neuroblastoma in general^14^, and widespread strong RUNX1T1 nuclear staining (“high” expression) was observed in both *MYCN*-amplified and non-amplified neuroblastoma samples (Fig. 3f; Representative images shown). Following quantification, *MYCN-*amplified tumors had significantly higher RUNX1T1 protein levels than non-amplified samples, with low levels of RUNX1T1 protein only observed in non-*MYCN*-amplified tumors. Neuroblastoma samples as a group had higher RUNX1T1 levels compared to the more benign forms of ganglioneuroblastoma and ganglioneuroma (Fig. 3g). In contrast to the results observed with *RUNX1T1* mRNA, higher RUNX1T1 protein also correlated with poorer clinical outcome (Supplementary Fig. 2d). These results provide evidence for MYCN driving increased RUNX1T1 protein translation in neuroblastoma cells.

To determine if RUNX1T1 is regulated by MYCN, we analysed RUNX1T1 protein and RNA expression in the human SH-EP Tet-21/N cell line, a non-amplified neuroblastoma line with a *MYCN* doxycycline-off inducible construct. RUNX1T1 protein levels were significantly decreased after doxycycline treatment, whereas no significant change was detected in the mRNA level, despite achieving significant decreases of both MYCN protein and RNA (Fig. 4a, b). In addition, forced overexpression of MYCN in SH-EP cells (SH-EP MYCN) resulted in upregulation of RUNX1T1 protein (Fig. 4c), with no change in the levels of mRNA (Fig. 4d), suggesting either increased RUNX1T1 translation or protein stabilization in the presence of high levels of MYCN. Cycloheximide chase assays performed on two *MYCN*-amplified (BE(2)-C and KELLY) and one non-amplified (SH-EP) neuroblastoma lines, revealed no significant differences in protein stability (Fig. 4e). However, transfection of a luciferase vector containing the 5′UTR of the most abundant murine *Runx1t1* isoform into SH-EP cells with or without MYCN overexpression, revealed significantly increased luciferase activity from this 5′UTR in the presence of MYCN overexpression, indicating an increased level of translation (Fig. 4f). Together, these results show that rather than direct transcriptional regulation of *RUNX1T1*, MYCN is driving increased protein translation.

**Fig. 4:**
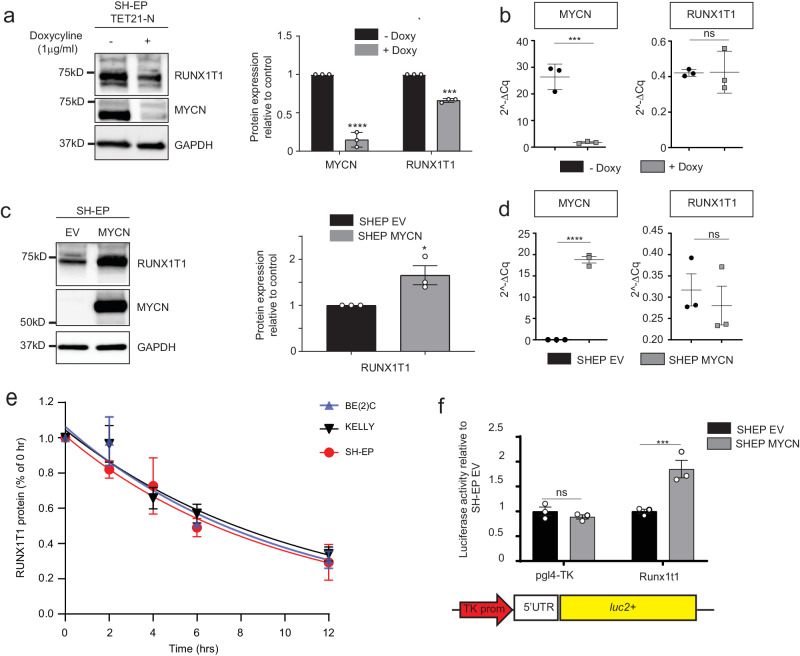
MYCN drives increased RUNX1T1 translation. **a** Western blot of SH-EP TET-21/N cells after 72 h of treatment with 1 µg/mL doxycycline (left panel). Quantitation from three independent experiments demonstrated significantly decreased MYCN (****p = 0.0001) and RUNX1T1 expression (***p < 0.0001) (right panel). Values represent means from three independent experiments ±SD, two-tailed unpaired *t*-test. **b** *MYCN* and *RUNX1T1* mRNA expression after 72 h doxycycline treatment, showing significant downregulation of *MYCN* (***p = 0.0009) but no significant change in RUNX1T1 (*p* = 0.9559). Values represent means from three independent experiments ±SD, two-tailed unpaired *t*-test. **c** Western blot of SH-EP neuroblastoma cells overexpressing MYCN and empty vector (EV) control (left panel). Quantitation of western blot, from three independent experiments (right panel) demonstrated significantly increased RUNX1T1 expression (*p = 0.0339). Values represent means from three independent experiments ±SD, two-tailed unpaired *t*-test. **d** *RUNX1T1* and *MYCN* mRNA expression in SH-EP cells overexpressing MYCN, relative to the control gene (*GUSB*). Values represent means from three independent experiments ±SD. Two-tailed unpaired *t*-test, ****p < 0.0001; ns: not significant (*p* = 0.5679). **e** Cyclohexamide chase **e**xperiment showing RUNX1T1 protein stability in three neuroblastoma cell lines (BE(2)-C, KELLY, SH-EP) over a 12 h time course. Values represent means from three independent experiments ±SD. **f** Luciferase activity following transfection of murine *Runx1t1* 5’UTR into MYCN overexpressing or EV SH-EP cells. Values represent means from three independent experiments ±SD. Groups were analysed using two-way ANOVA and Bonferroni multiple comparison. ***p = 0.0007; ns not significant (*p* = 0.9335). Source data are provided as a Source Data file.

### Loss of RUNX1T1 downregulates MAX protein levels

The finding of high levels of RUNX1T1 in *MYCN*-amplified cells due to increased protein translation is in keeping with the well-characterized role of MYCN in driving increased ribosome biogenesis^15^. However, shRNA-mediated silencing of RUNX1T1 did not lead to a corresponding decrease in MYCN protein but rather an increase (Supplementary Fig. 3a), indicating that RUNX1T1 affects the activity of MYCN and not its transcription or protein stability. Unlike other transcription factors, MYC proteins are rarely mutated in cancers, and oncogenic transformation most often results from aberrant expression of a normal protein^16^. MYCN cannot exert its function without dimerizing with its obligate partner MAX, and this partnership is necessary for driving cell growth and inhibiting differentiation^17^. In contrast to MYCN, which has a short half-life in normal cells and undergoes rapid degradation, MAX is highly stable in both resting and proliferating cells^18^. We have previously shown that high-level MAX expression in *MYCN*-amplified primary neuroblastomas confers a poor outcome, while knockdown of MAX in *MYCN*-amplified cell lines inhibits both cell growth and motility, suggesting that MAX has a critical role in MYCN-mediated oncogenesis^19^. Here, we observed a >50% reduction in the level of MAX protein following RUNX1T1 depletion in KELLY cells (Supplementary Fig. 3b). MAX also dimerizes with members of the MXD family, which are known to antagonize the activation of genes by MYC/MAX. However, we observed either undetectable protein or no significant change in levels of MXD1-7 following RUNX1T1 knockdown (Supplementary Fig. 3c).

We next performed co-immunoprecipitation (Co-IP) with MYCN and MAX and showed that the lower MAX protein level observed following RUNX1T1 depletion also led to a reduction in the ratio MAX:MYCN binding by comparison with control cells (Supplementary Fig. 3d). This, in turn, led to significant downregulation of the MYCN target genes *GSPT1*, *CLNS1A* and *NAP1L1* (Supplementary Fig. 3e). These results provide evidence that RUNX1T1 depletion leads to inhibition of MYCN target gene transcription via MAX downregulation.

### RUNX1T1 loss inhibits neuroblastoma proliferation

To explore whether RUNX1T1 plays a role in the maintenance of established neuroblastomas, we generated cell lines with doxycycline-inducible shRNA knockdown of this co-repressor. *MYCN*-amplified KELLY (Fig. 5a, c) and BE(2)-C (Fig. 5b, d), as well as non-amplified SH-SY5Y cells (Supplementary Fig. 4a, b), all displayed reduced clonogenic capacity when RUNX1T1 was downregulated after doxycycline treatment. Xenografting KELLY and BE(2)-C cell lines into immunocompromised mice followed by doxycycline treatment resulted in significantly increased survival for both lines (Fig. 5e, f), compared to control mice. Immunostaining of KELLY tumor samples excised at seven days confirmed loss of RUNX1T1 following its knockdown, as well as decreased cell proliferation as indicated by a reduced Ki67 proliferative index (47.5 ± 4.4% in knockdown tumors compared to 80.4 ± 4.3% in control tumors; *P* = 0.029) (Fig. 5g, left panels). A small reduction in Ki67 staining remained in KELLY xenografts at the endpoint following RUNX1T1 knockdown (65.0 ± 2.1%) compared to control tumors (71.8 ± 1.6; Fig. 5g, right panels). In contrast, there was no reduction in the level of MYCN at either of these timepoints (Supplementary Fig. 4c). No overall marked morphological differences were observed in KELLY tumors with RUNX1T1 knock-down and control tumors at either Day 7 or endpoint (Supplementary Table 1). In both cohorts, the tumors were either undifferentiated or poorly differentiated neuroblastoma and most tumor cells were viable. BE(2)-C cells showed reduced levels of RUNX1T1 in doxycycline-treated samples obtained at the endpoint of the experiment compared to untreated samples. The degree of reduced expression, however, was greater for RUNX1T1 than MYCN (Supplementary Fig. 4d). Together, these results highlight a role for RUNX1T1 in tumor initiation and in vivo neuroblastoma cell growth.

**Fig. 5:**
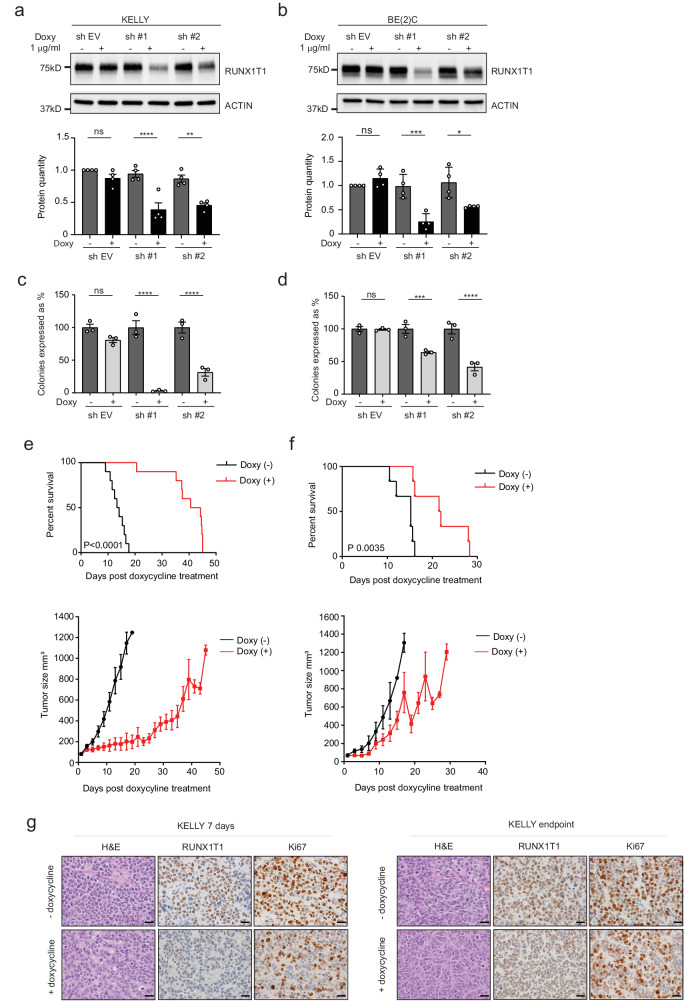
*RUNX1T1* knockdown reduces neuroblastoma cell proliferation both in vivo and in vitro. **a, b** RUNX1T1 knock down after 72hrs of doxycycline (1 µg/mL) treatment in KELLY and BE(2)-C cells respectively, with two independent shRNA constructs. Quantitation from four independent experiments demonstrated significantly decreased RUNX1T1 levels following shRNA-mediated knockdown. Values represent means from three independent experiments ±SD. Ordinary one-way ANOVA with Tukey’s multiple comparisons test; KELLY sh#1 ****p < 0.0001, sh #2 **p = 0.0018, ns *p* = 0. 6962; BE(2)-C sh #1 ***p = 0.0006, sh #2 *p = 0.0295, ns *p* = 0.8753. **c**, **d** Colony formation after doxycycline-induced knockdown of RUNX1T1 in KELLY and BE(2)-C cells respectively, with two independent shRNA constructs. Colonies are represented as a percentage relative to the untreated control in each experiment. Values represent means from three independent experiments ±SD. RUNX1T1 shRNA-mediated knockdown resulted in significantly decreased colony numbers compared to controls. Ordinary 1-way ANOVA with Tukey’s multiple comparisons test; KELLY sh #1 ****p < 0.0001, sh #2 ****p < 0.0001, ns *p* = 0. 3589; BE(2)-C sh #1 ***p = 0.0005, sh #2 ****p < 0.0001, ns *p* = 0.8549. **e**, **f** Kaplan–Meier survival analysis of NSG mice xenografted with doxycycline-inducible *RUNX1T1* shRNA#1 in KELLY and BE(2)-C cells, respectively. Mice were split into two groups (*n* = 10 mice per group for KELLY and *n* = 6 mice per group for BE(2)-C) and fed doxycycline or control food once a 50 mm^3^ tumor was measurable. *P* values were determined using the Log-Rank (Mantel–Cox) test, *p* < 0.0001 for KELLY and *p* = 0.0035 for BE(2)-C. Growth curves (lower panels) plot size over time, post-doxycycline treatment. Graphs are Mean ± SEM. **g** Representative images of KELLY cells at 7 days and endpoint ± doxycycline. Tumor samples were stained with H&E or immunohistochemically for RUNX1T1 and Ki67. Photos were taken at 600× magnification, and the scale bars represent 20 microns. Source data are provided as a Source Data file.

### RUNX1T1 forms part of an LSD1, CoREST, HDAC repressor complex

RUNX1T1 acts as a transcriptional co-repressor by interacting with DNA binding basic helix–loop–helix (bHLH) transcription factors (TCF3, TCF4, TCF12), co-repressor associated proteins (SIN3A, NCOR1, NCOR2/SMRT) and histone deacetylases (HDAC1, HDAC2, HDAC3). In particular, the NHR4 zinc finger domain is responsible for specifically mediating interactions with NCOR co-repressors and HDACs^20–22^. To assess the structural impact of the Y534H mutation on RUNX1T1 function, wild-type and mutant RUNX1T1 MYND domains were cloned into bacterial expression vectors and their conformation examined by one-dimensional ^1^H NMR spectroscopy. In contrast to the wild-type domain, which demonstrated signals that were sharp and well dispersed (indicative of a well-folded domain), the mutant domain gave rise to a poor-quality spectrum that exhibited considerable peak broadening, suggesting either nonspecific aggregation or oscillation between many partially ordered states, likely to cause a loss-of-function (Fig. 6a).

**Fig. 6:**
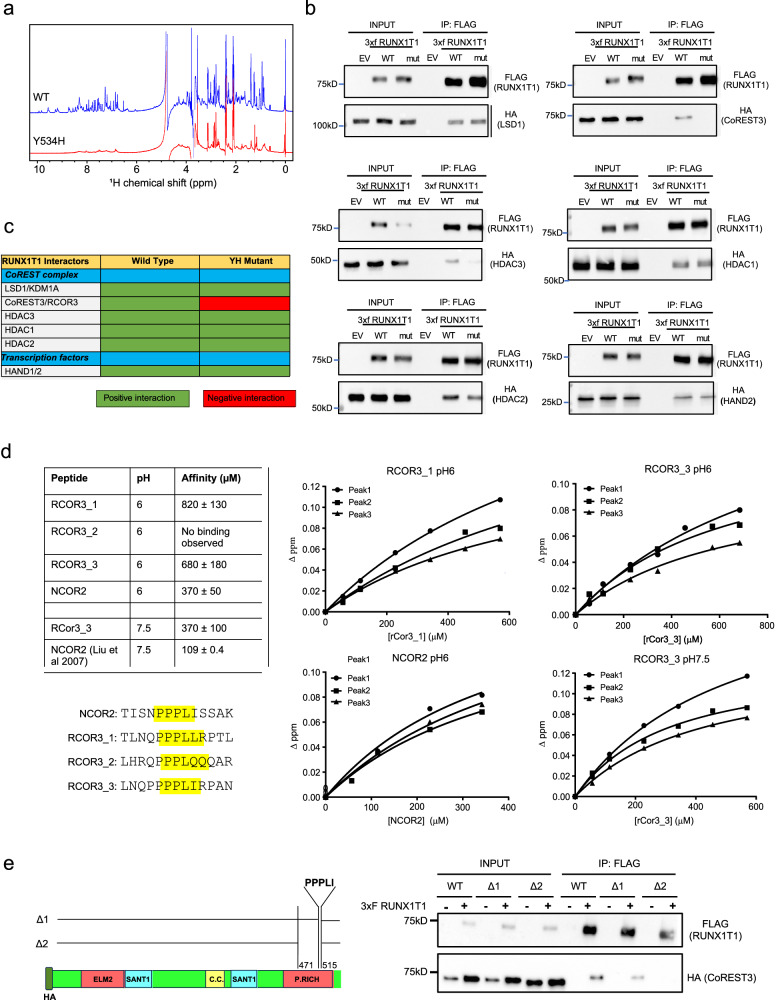
RUNX1T1 forms part of an LSD1, COREST, and HDAC repressor complex and binds RCOR3 via its NHR4 domain. **a** One-dimensional ^1^H NMR spectra of the Runx1t1 MYND domain showed that the wild-type spectrum (top) has sharp peaks and good dispersion whereas the spectrum of the Y534H mutant (bottom) indicates a protein not well-ordered and/or aggregated—consistent with the mutation disrupting proper folding of the domain. **b** Co-IP between RUNX1T1_WT/YH-3xFLAG and LSD1-HA (top left), CoREST3-HA (top right), HDAC3-HA (middle left), HDAC1-HA (middle right), HDAC2-HA (bottom left), and HAND2-HA (bottom right). HEK-293T cells were transiently co-transfected with pCMV14 RUNX1T1_WT- or Y534H-3xFLAG and HA-tagged constructs. Nuclear fractions were immunoprecipitated with anti-FLAG antibody and immunoblotted with both anti-FLAG antibody (IP) and anti-HA (Co-IP). An experiment was performed twice. The input sample represents 5% of the non-immunoprecipitated sample and the control sample (EV) resulted from the co-transfection with the HA-tagged construct and the pCMV14 empty vector. **c** Summary of the Co-IP results. **d** Binding curves and calculated affinities for peptides RCOR3_1-3 and NCOR2 at pH 6 and RCOR3_3 and NCOR2 at pH 7.5. Binding curves were derived by tracking the combined ^1^H and ^15^N Chemical Shift Perturbations of three signals in the MYND domain ^15^N-HSQC following titration of each peptide in increments of 0.5 molar equivalents into samples of ^15^N-HNR4 MYND, each of which was fitted to a simple 1:1 binding model. The affinities reported for each peptide are the average (±SD) of three sets of measurements. We estimate the uncertainty for the KD’s to be ~25%. The affinity of NCOR2 at pH 7.5 was calculated by ref. ^12^ and is listed for comparison. **e** Schema of CoREST3/RCOR3 deletion mutants (left). HEK-293T cells were transiently co-transfected with pCMV14 RUNX1T1_WT-3xFLAG and HA-tagged CoREST3 constructs (right, *n* = 1 experiment). Nuclear fractions were immunoprecipitated with anti-FLAG antibody and samples immunoblotted and probed with anti-FLAG antibody (IP, top boxes), or anti-HA (Co-IP, bottom boxes). Input represents 5% of non-immunoprecipitated sample; −/+ indicates co-transfection of pCMV14 EV and HA-CoREST3 constructs (−) or co-transfection of pCMV14 RUNX1T1_WT-3xFLAG and HA-CoREST3 constructs (+). Source data are provided as a Source Data file.

To define the RUNX1T1 protein interactome in neuroblastoma cells, we performed mass spectrometry (LC-MS/MS) on BE(2)-C cells transiently transfected with FLAG-tagged wild-type RUNX1T1 followed by STRING analysis to define putative RUNX1T1 interacting partners (Supplementary Fig. 5a). RUNX1T1 has been reported to interact with components of a CoREST chromatin-remodeling complex, containing both HDAC repressive activity and de-methylating LSD1 enzymatic activity^23,24^, as well as bHLH transcription factors and we observed similar findings (Supplementary Fig. 5a). Many of these proteins have been shown to have a role in neuroblastoma or neuronal development^25–28^.

Co-IP validated the interaction between wild-type RUNX1T1 and the transcription factor HAND2 as well as the key CoREST factors LSD1/KDM1A, RCOR3/CoREST3, and HDAC1-3 (Fig. 6b, c). However, with the introduction of the Y534H (YH) point mutation, this interaction was reduced for HDAC3, and was completely lost with CoREST3 (Fig. 6c). Individual deletion of each of the four RUNX1T1 NHR regions confirmed the dependence of the RUNX1T1-CoREST3 interaction on the presence of the NHR4 domain (Supplementary Fig. 5b, c). Conversely, individual deletion of each of the four RUNX1T1 NHR regions showed the independence of the NHR4 domain for the RUNX1T1-LSD1 interaction (Supplementary Fig. 5d). Furthermore, we identified three motifs within the C-terminal region of CoREST3 with high homology to a similar motif (PPPLIS) within NCOR2/SMRT (Fig. 6d) that is known to bind to the NHR4 MYND domain^12^. Using NMR titrations, peptides containing two of these CoREST3 motifs were also found to bind to the NHR4 MYND domain although with a two-to-three-fold weaker affinity than NCOR2. These experiments were carried out at pH 6 to allow direct comparison with NMR data for NCOR2 binding to the NHR4 MYND domain from ref. ^12^. The affinity of the best binding peptide was also assessed at pH 7.5 under buffer conditions that allowed comparison with ITC data collected by ref. ^12^ for NCOR2 (Fig. 6d). Based on these data, two CoREST3 mutant proteins, one lacking an amino acid sequence of the last PPPLI motif (Δ1) and another lacking all three “PPPLI motifs” identified (Δ2), were generated (Fig. 6e) and Co-IP performed with RUNX1T1. Although a decrease in binding to RUNX1T1 was observed with the CoREST3_Δ1-mutant, binding of the CoREST3_Δ2-mutant protein to RUNX1T1 was completely lost (Fig. 6e), suggesting that this region of CoREST3 is critical for the binding to RUNX1T1. Overall, these results demonstrate that RUNX1T1 is part of an LSD1, CoREST3, HDAC (LCH) repressor complex and that CoREST3 and RUNX1T1 directly interact, specifically through their PPPLI motif and MYND domain, respectively.

### HAND2 recruits RUNX1T1 to enhancer regions

To map the genomic binding sites of RUNX1T1 and explore the observed interaction between RUNX1T1, HAND2 and the LCH complex, we performed chromatin immunoprecipitation and sequencing (ChIP-seq) on KELLY cells. RUNX1T1 binding occurred almost exclusively within intergenic regions of the genome, rather than gene promoters (Fig. 7a, b). Of the 14019 peaks common to the RUNX1T1 ChIP-seq replicates, a de novo motif search using HOMER revealed several highly significantly enriched motifs, the top ones of which aligned with known motifs for HAND2, PHOX2A, and TCF4 (Fig. 7c). All three of these genes have been shown to have roles in neural crest specification or neuronal development^29–31^. Furthermore, 36% of RUNX1T1 ChIP-seq peaks were found to overlap with HAND2 ChIP-seq peaks (5073) previously reported in KELLY cells^26^, suggesting that HAND2 likely recruits RUNX1T1 to specific genomic locations (Fig. 7d). Additionally, we performed ChIP-qPCR analysis for RUNX1T1 following shRNA-mediated inducible knockdown of HAND2. Loss of HAND2 had no significant effect on RUNX1T1 expression (Supplementary Fig. 5e, f). However, ChIP-qPCR performed on four randomly chosen ChIP-seq peaks previously found to be positive for both HAND2 and RUNX1T1, demonstrated a significant decrease in RUNX1T1 binding following the loss of HAND2 (Supplementary Fig. 5g). We, therefore, performed additional ChIP-seq for LSD1/KDM1A and CoREST3, and as anticipated observed a high level of co-localization of RUNX1T1 peaks (41% and 43%, respectively) with these two chromatin modifiers, while 24% of all RUNX1T1 peaks co-localized with HAND2, LSD1, and CoREST3 (Fig. 7d). These findings are in marked contrast with those for the MYCN ChIP-seq dataset from KELLY cells^26^, where 2.6% of RUNX1T1 ChIP-seq peaks overlapped with MYCN peaks, while only 1.6% of RUNX1T1 peaks co-localized with MYCN, HAND2, LSD1, and CoREST3 (Fig. 7d). We next used Genomic Regions Enrichment of Annotations Tool (GREAT) analysis to explore gene ontology processes associated with the 24% of common peaks co-localizing with RUNX1T1, HAND2, LSD1, and CoREST3. Highly significant associations were observed with neuronal differentiation and development, including autonomic nervous system development, sympathetic nervous system development, noradrenergic neuron differentiation, nerve development, and neural crest cell migration (Fig. 7e).

**Fig. 7:**
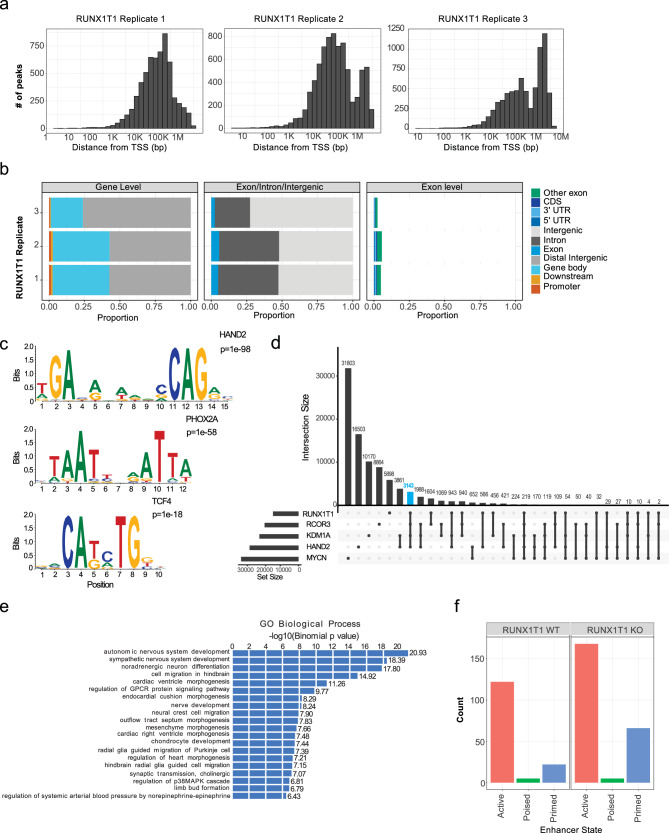
RUNX1T1 binds to intergenic regions and interacts with HAND2 to maintain an undifferentiated neuroblastoma phenotype. **a** ChIP-seq analysis of RUNX1T1 binding across three replicates showing the number of peaks and their distance in base-pairs (bp) to the transcription start site (TSS). **b** Proportion of the peaks occurring at different binding site locations from the RUNX1T1 three ChIP-seq replicates. RUNX1T1 binding occurring at either a promoter, gene body, distal intergenic or downstream in relation to a gene (left), binding in an exon, intron or intergenic (middle), and binding within exons at either a coding region (CDS), 5’ untranslated region (UTR) or 3’ UTR (right). **c** Motif discovery using homer analysis showing significantly enriched motifs from HAND2, PHOX2A, and TCF4. **d** UpSet plot of the intersection of ChIP-seq peaks of RUNX1T1, HAND2, LSD1, and RCOR3. The number of peaks identified are indicated for each gene and the intersection of gene peaks. RUNX1T1 peaks that co-localized with HAND2, LSD1, and CoREST3 are shown by the blue bar. **e** GREAT analysis (using Binomial test) showing enriched gene ontology (GO) biological process of the common peaks between RUNX1T1, HAND2, LSD1, and RCOR3. **f** Number of active, poised, and primed enhancer sites where RUNX1T1 binds in the presence (wildtype; WT) and absence of RUNX1T1 (knock out; KO).

We also generated ChIP-seq datasets with histone markers (H3K4me1, H3K4me3, H3K27me3, and H3K27ac) to distinguish poised (H3K4me1 + H3K27me3 marks), primed (H3K4me1 mark only) and active enhancer regions (H3K4me1 + H3K27ac marks). Downregulation of RUNX1T1 led to an increase in the number of regions associated with active enhancers as well as an increase in the number of primed enhancer regions, while there was no observed change in the small number of poised enhancer regions (Fig. 7f). Altogether, these data provide evidence for recruitment by HAND2 of a RUNX1T1 repressor complex to help maintain an undifferentiated phenotype in *MYCN*-amplified neuroblastoma cells.

### RUNX1T1 inhibition reverses an ESC-like signature

Neuroblastoma is widely regarded as a tumor with embryonal origins^32^. There are many similarities between cancer development and embryogenesis with numerous poorly differentiated human cancers exhibiting an embryonic stem cell-like (ESC-like) gene expression signature that includes increased expression of Myc target genes and silencing of Polycomb Repressive Complex 2 (PRC2) target genes^33^. We performed RNAseq analysis in KELLY cells following knockdown of *RUNX1T1* with two individual shRNAs in three separate experiments (shRNA1 in vitro and in vivo; shRNA2 in vitro). Gene set enrichment analysis (GSEA) on the Hallmark gene sets, showed significant downregulation of MYC targets genes (MYC_Targets_V1) as well as of MYC-controlled fundamental processes of cell cycle progression (G2M_checkpoint; E2F_targets) and metabolism (oxidative_phosphorylation; fatty_acid_metabolism (Fig. 8a). MYC target genes and oxidative phosphorylation Hallmark sets were highly significantly downregulated three to five-fold in all three shRNA experiments (Fig. 8b and Supplementary Fig. 6a). On the other hand, MYC oncoproteins are known to drive suppression of tumor immunity^34,35^, and the top upregulated Hallmark gene sets showed enrichment of IL2_STAT5_signaling, TNFA_signaling_via_NFKB and Hypoxia (Fig. 8a), all of which have roles in inflammation and immunity^36–38^. Furthermore, when we included in this analysis RNAseq data of ganglia (*Th-MYCN*^*+/+*^; *Runx1t1*^*+/−*^) and tumor (*Th-MYCN*^*+/+*^; *Runx1t1*^*+/+*^) from our neuroblastoma-prone mice, GSEA showed highly concordant results with the human data, with enrichment of the same top upregulated and downregulated Hallmark gene sets in mouse ganglia carrying only one function *Runx1t1* allele (Fig. 8a).

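The Hallmark collection was not at hand, so 36 other lists were tested on the mouse libraries: 15 Reactome pathways, the S and G2M gene lists of Seurat, and lists of marker, target and response genes written before the data were examined. Genes were ranked by the signed square root of edgeR's F statistic and tested with fgsea, with Benjamini-Hochberg adjustment over the lists. In MYCN ganglia labelled Runx1t1 het (n = 2) against tumors (n = 4), 17 lists passed the threshold, 12 lower and 5 higher in the ganglia, and all 17 also passed with fry on voom values, which keeps the correlation between genes.

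Among the lower lists, the normalized enrichment score (NES) was −3.58 for Translation (144 genes, median log2 fold change −1.41, fgsea adjusted p = 3.01e-38), −3.31 for Cell Cycle, Mitotic (396 genes, median −1.20, adjusted p = 2.29e-55), −3.27 for Seurat's G2M genes and −3.10 for its S genes. It was −3.14 for 32 MYC targets (median −2.15, all 32 lower, adjusted p = 2.55e-16), −3.13 for M Phase, −3.01 for DNA Repair, −2.75 for S Phase, −2.65 for DNA Replication and −2.50 for the G2/M checkpoints. The 34 genes that the paper names had −1.92, and the 3 MYCN targets it names (Gspt1, Clns1a and Nap1l1) had −1.65. With genes ranked by log2 fold change, neither of these last lists passed.

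Higher lists were Extracellular matrix organization with an NES of 2.27 (223 genes, 163 of them higher), sympathetic neuron markers with 2.16 (14 of 16 higher, median log2 fold change 2.76, adjusted p = 1.37e-05), glia markers with 2.07 (12 of 13 higher), Neuronal System with 2.06 and fibroblast markers with 1.83 (7 of 8 higher). The lists nearest in name to metabolic and inflammatory Hallmark sets did not pass: Respiratory electron transport had −0.799, Fatty acid metabolism 0.753, Glycolysis 1.45, targets of NF-kB 0.732, Interleukin-2 signaling 0.925, Interferon Signaling 1.00, hypoxia genes 1.46 and Cellular response to hypoxia −0.789. Nor did myeloid (−1.57), lymphocyte (0.896), endothelial (1.28), erythroid (−1.20), smooth muscle (−1.19), skeletal muscle (−0.798), adipose (−0.857), adrenal cortex (1.45), chromaffin (0.809), immediate early (0.932) and sex-linked (−1.28) genes. Some of these passed under an alternative: Glycolysis with fry, adrenal cortex with fry and camera, myeloid genes with camera, these 3 and the hypoxia genes with a term for library depth, Respiratory electron transport and Interferon Signaling with a term for sex, adrenal cortex, myeloid and sex-linked genes ranked by log2 fold change, myeloid genes with a block for the replicate number, and adrenal cortex without replicate 2 of the ganglia.

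The same contrast with wild-type Runx1t1, MYCN ganglia (n = 3) against tumors, also gave 17 lists, 12 lower and 5 higher, all 17 passing with fry. Translation had an NES of −3.70, MYC targets −3.30, Cell Cycle, Mitotic −3.20, the G2M genes −2.95, the S genes −2.87 and DNA Repair −2.85. Extracellular matrix organization had 2.29, glia markers 2.20, sympathetic neuron markers 2.12, Neuronal System 2.05 and fibroblast markers 1.93. Within the same tissue and age, MYCN ganglia labelled het against those with wild-type Runx1t1 gave 21 lists with fgsea, with −3.05 for the G2M genes, −2.87 for the S genes, −2.79 for Cell Cycle, Mitotic, −2.71 for Translation, −2.31 for MYC targets and 2.22 for sympathetic neuron markers. With camera 17 and with fry 0 of these 21 lists passed. MYCN against transgene-free ganglia with wild-type Runx1t1 gave 20 lists with fgsea, 12 higher and 8 lower, of which 17 passed with camera and 0 with fry. Of the 8 lower lists, only Extracellular matrix organization and immediate early genes also passed as lower without replicate 2 of the transgene-free ganglia. From the enrichment of the same Hallmark sets in ganglia with 1 functional Runx1t1 allele as in human cells after knockdown, the paper describes the mouse and human results as highly concordant.

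**Figure D3:**
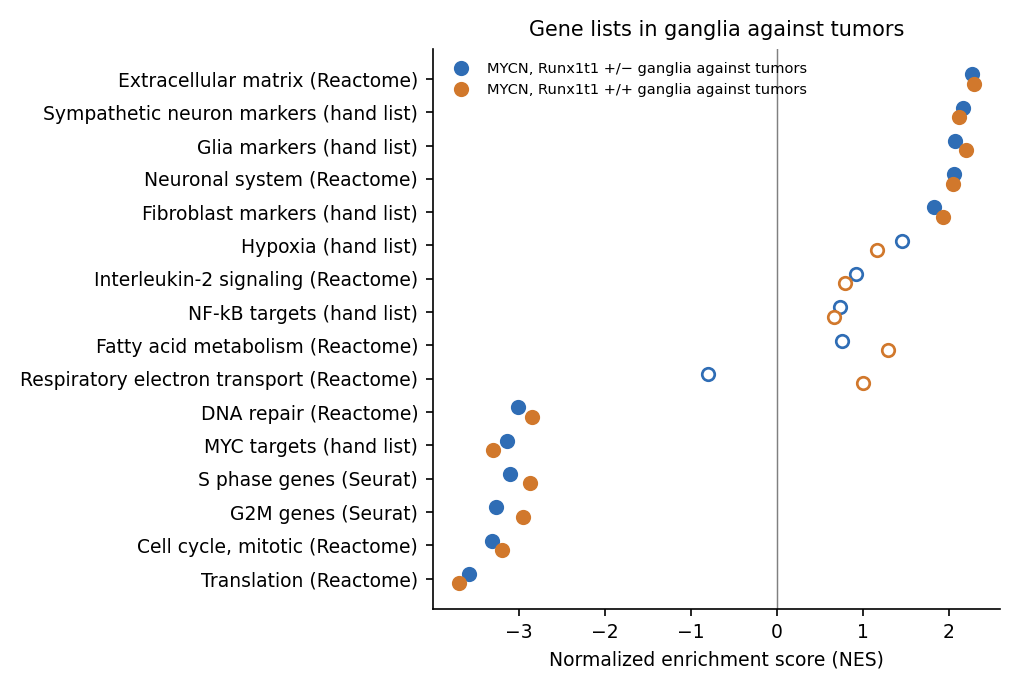
Normalized enrichment score (horizontal axis, no unit) of 16 of the gene lists in MYCN ganglia labelled Runx1t1 het (blue) and with wild-type Runx1t1 (orange), each against tumors, with filled points for an adjusted p under 0.05. Translation, cell cycle, MYC target and DNA repair lists lie between −3.70 and −2.85 and matrix, neuronal and glia lists between 1.83 and 2.29 in both contrasts.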

**Fig. 8:**
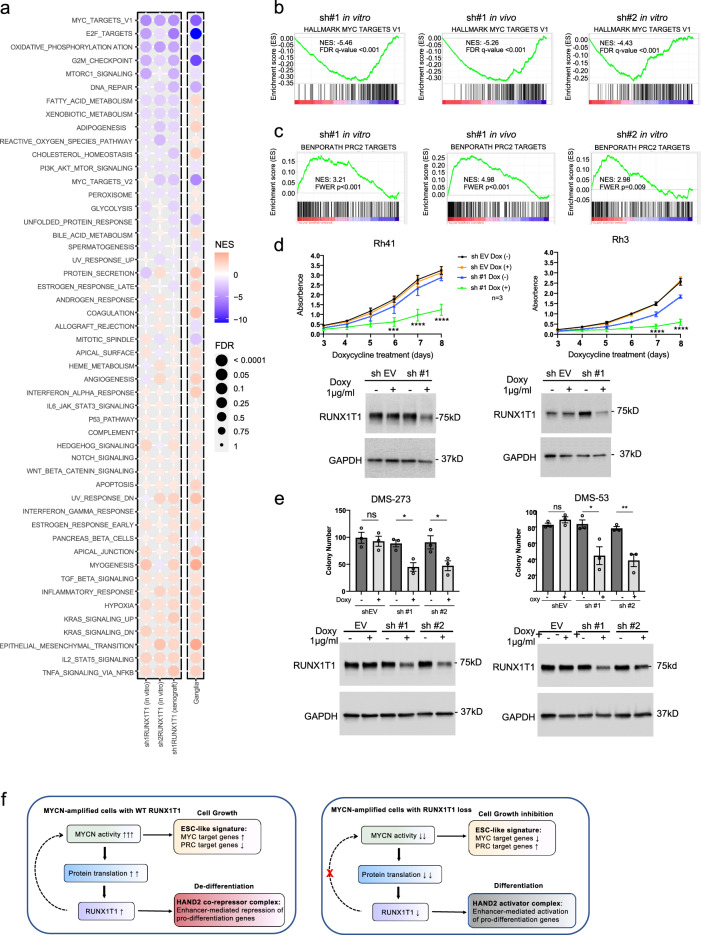
RUNX1T1 depletion downregulates MYCN target genes, upregulates PRC2 silenced genes in neuroblastoma, and inhibits colony formation in aRMS and SCLC cells. **a** Gene set enrichment analysis (GSEA) for Hallmark gene sets performed on RNAseq data obtained following *RUNX1T1* shRNA knockdown in KELLY cells. A bubble plot is shown with the size of the bubble representing the significance based on the nominal p value. NES: normalized enrichment score showing the strength and enrichment direction. The column labeled ganglia represents the same analysis performed on ganglia (Th-MYCN^+/+^; Runx1t1^+/−^) at 2 weeks versus tumor obtained from Th-MYCN^+/+^; Runx1t1^+/+^ mice. **b** GSEA plot showing Hallmark MYC_target_V1 genes following *RUNX1T1* shRNA downregulation in KELLY cells. **c** GSEA showed significant enrichment of PRC2 target genes (BenPorath_PRC2_targets) following *RUNX1T1* shRNA downregulation in KELLY cells. **d** *RUNX1T1* shRNA downregulation in aRMS cell lines (Rh41 and Rh3) significantly decreased cell proliferation, *n* = 3 independent experiments; graph is mean ± SEM, two-way ANOVA with Dunnett’s multiple comparison. Rh41 sh #1 ± Doxy 6d ***p = 0.0003, 7d and 8d ****p < 0.0001; Rh3 sh #1 ± Doxy 6d *p = 0.0149, 7d and 8d ****p < 0.0001. The immunoblots show decreased RUNX1T1 levels following shRNA-mediated knockdown. Each experiment has been repeated three times with similar results. **e** *RUNX1T1* shRNA downr**e**gulation in SCLC cell lines (DMS-273 and DMS-53) significantly decreased clonogenic capacity, *n* = 3 independent experiments, graph is mean ± SEM, unpaired two-tailed *t*-test. DMS-273 EV ns *p* = 0.6682, sh#1 *p = 0.0127, sh#2 *p = 0.0465; DMS-53 EV ns *p* = 0.2210, sh#1 *p = 0.0325, sh#2 **p = 0.0075. The immunoblots show decreased RUNX1T1 levels following shRNA-mediated knockdown. Each experiment has been repeated three times with similar results. **f** Proposed mechanism of action of RUNX1T1 in *MYCN*-amplified neuroblastoma. High levels of MYCN resulting from gene amplification drive increased protein translation which includes increased RUNX1T1 protein levels. High-level RUNX1T1 expression is necessary to maintain an ESC-like phenotype as well as generate enhancer-mediated repression of HAND2 targets genes otherwise required for neuronal differentiation. Loss of RUNX1T1 allows upregulation of HAND2-driven pro-differentiation genes while at the same time inhibiting MYCN activity by decreasing the level of the obligate MYCN dimerization partner MAX. Source data are provided as a Source Data file.

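The ranking behind the ganglia column compares 2 ganglia with 4 tumors. Of the 16665 genes tested, 7582 passed the threshold in MYCN ganglia labelled Runx1t1 het against tumors, 3914 higher and 3668 lower in the ganglia. A minimum log2 fold change of 1 in either direction moved the number most, to 5707 genes. DESeq2 in place of edgeR gave 8348 genes, 7537 of them shared with edgeR's. Both ganglia belong to the libraries with few counts and all tumors to those with many, and a term for library depth, which the other ganglia allow to be fitted, gave 7300 genes, 6564 of them shared.

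The 5 genes with the largest increase were at the floor in all 4 tumors. Vwc2l (chromosome 1 of GRCm38, 70725715 to 70885397) was at 46.9 ± 12.4 CPM (SD, n = 2) in the ganglia, at least 478-fold higher (adjusted p = 5.42e-08 from edgeR's quasi-likelihood test). Pcsk1 (chromosome 13, 75089826 to 75134861) was at 65.6 ± 17.6 CPM (SD, n = 2), at least 668-fold higher (adjusted p = 5.77e-08, edgeR). Hcrtr1, A330050F15Rik and Kctd16 were at least 338-fold, 182-fold and 160-fold higher. The 5 genes with the largest decrease were at 0 in both ganglia. Dlx5 had 12.9 ± 10.1 CPM (SD, n = 4) in tumors and was at least 58.2-fold lower (adjusted p = 0.00814, edgeR). Serpina3k rested on tumor replicate 3, with 568 CPM: at least 650-fold lower, and at least 11.4-fold without that tumor. Rprl2, Rnaset2a and Gm7334 were at 0 in 6, 5 and 6 of the 6 libraries under 20000000 counts and in none of the other 10, and did not pass with the term for library depth.

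Of the 34 genes that the paper names, 27 passed the threshold over all genes and 29 adjusted over the list alone; in MYCN ganglia with wild-type Runx1t1 against tumors it was 21 and 26. Mki67 was at 163 ± 154 CPM (SD, n = 2) in the ganglia labelled het and 2080 ± 248 CPM (SD, n = 4) in tumors, a log2 fold change of −3.67 (standard error 1.23, adjusted p = 0.0253, edgeR), with 54.4 CPM in ganglion replicate 1 and 272 CPM in replicate 2; with a term for sex its adjusted p was 0.0594 (edgeR). Gspt1, Clns1a and Nap1l1 had log2 fold changes of −1.09, −1.15 and −1.48 (adjusted p from 0.000245 to 0.000864, edgeR), each lower in both ganglia than in all 4 tumors. Mouse Mycn, at 41.9 ± 11.5 CPM (SD, n = 2) in the ganglia and 22.6 ± 18.1 CPM (SD, n = 4) in tumors, did not pass (log2 fold change 0.89, standard error 0.479, adjusted p = 0.144, edgeR). The tumor mean rested on replicate 1, at 49.7 CPM. The other 3 tumors had a mean of 13.6 CPM, below both ganglia (33.8 and 50.1 CPM).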

Epigenetic changes are considered to be a fundamental hallmark of pediatric tumors including neuroblastoma^39,40^, and previous studies have shown that MYCN is able to interact with and recruit PRC2 to epigenetically suppress target genes, a process that appears to be essential for MYCN oncogenesis^41–44^. GSEA showed significant enrichment and increased expression of PRC2 target genes (Benporath_PRC2_Targets) following depletion of RUNX1T1 (Fig. 8c). Target gene enrichment was also observed for the PRC2 subunits EED and SUZ12, as well as genes characteristic of ESCs with the repressive H3K27me3 promoter mark (Supplementary Fig. 6b). In addition, high levels of the MYC target gene signature and low levels of the PRC2 target gene signature were associated with particularly poor outcome in 498 primary neuroblastoma tumors (Supplementary Fig. 6c). Altogether, these results provide evidence for RUNX1T1 being required to maintain a MYCN-driven ESC-like phenotype characteristic of aggressive *MYCN*-amplified neuroblastoma.

### RUNX1T1 depletion impacts alveolar rhabdomyosarcoma and SCLC cells

Interrogation of the Cancer Cell Line Encyclopedia^45^ showed that neuroblastoma, SCLC, and sarcoma had the highest levels of *RUNX1T1* expression compared to all other tumor types (Supplementary Fig. 7a). Within the sarcoma subtypes, childhood rhabdomyosarcoma showed the highest levels of *RUNX1T1*. Both rhabdomyosarcoma and SCLC frequently display amplification of one of the MYC family gene members, including *MYCN*^46,47^. Two alveolar rhabdomyosarcoma (aRMS) lines, Rh41 and Rh3, which are t(2;13) PAX3-FOXO1 fusion-positive and express high levels of RUNX1T1, demonstrated significantly reduced cell proliferation following shRNA knockdown (Fig. 8d). We also performed knockdown with two independent *RUNX1T1* siRNAs in the Rh41 cells and over a 96 hour period and again demonstrated significant growth inhibition (Supplementary Fig. 7b).

A recent report has also shown amplification as well as high expression of *RUNX1T1* in SCLC cells by comparison with non-SCLC^48^. We observed high-level RUNX1T1 expression in five SCLC cell lines by comparison with the non-small cell lung cancer A549 cells and SH-SY5Y neuroblastoma cells (Supplementary Fig. 7c). Furthermore, shRNA-mediated *RUNX1T1* downregulation led to a significant decrease in colony number in SCLC cells in MYC-driven DMS-273 and DMS-53 (Fig. 8e and Supplementary Fig. 7d, e). These results suggest that RUNX1T1 plays an important role in the malignant phenotype of MYC/MYCN-driven aRMS and SCLC and is a potential therapeutic target.

## Discussion

The finding that RUNX1T1 depletion upregulates PRC2 target genes and downregulates MYC targets corresponds with the available evidence indicating that MYCN physically interacts with PRC2 and recruits this complex to epigenetically repress gene expression^44,49,50^. Furthermore, the critical role of PRC2 in embryonal development is demonstrated by mouse knockouts of the core components of this complex (Ezh2, Eed, and Suz12), which are all embryonic lethal^51^, while a CRISPR-Cas9 screen performed in *MYCN*-amplified neuroblastoma cells demonstrated a top dependency on EZH2, EED, and SUZ12^43^. Expression of EZH2, a transcriptional target of MYCN, is associated with neuroblastoma outcome, and inhibition of this histone methyltransferase by genetic or pharmacologic means, leads to neuroblastoma growth inhibition^43,44,52–54^. A recent report has also shown that many neuroendocrine cancers, including neuroblastoma, use PRC2 to repress MHC-I antigen-processing pathway (MHC-I APP) genes, thereby evading immune surveillance^55^. Thus, inhibition of RUNX1T1 by reversing the effects of PRC2 may similarly restore anti-tumor immunity in this disease and further studies of this using immunocompetent models are warranted.

Our data showing that RUNX1T1 depletion leads to the downregulation of MAX underscores the role that MAX plays in MYCN-driven tumorigenesis. MYC:MAX dimerization is a known critical factor for MYC oncogenesis, as demonstrated in Eµ-*Myc-*driven lymphomagenesis, where MAX loss results in complete abrogation of tumor development^56^. A recent study has also shown that although MAX inactivation can accelerate SCLC progression, this effect is independent of MYC, and MAX deletion in MYC-overexpressing SCLC also leads to tumor abrogation^57^. As a result of such findings, there has been a major focus on developing inhibitors targeting the MYC:MAX interaction, with one promising cell-penetrating peptide (OMO-103) currently undergoing clinical trial (NCT04808362). A recently identified potent MYC:MAX interaction inhibitor (MYCMI-7), was found to downregulate MYC and E2F pathways and upregulate inflammatory signaling via NFκB^58^, and these were also the top downregulated and upregulated Hallmark pathways respectively, that we identified following RUNX1T1 depletion.

Previous studies have identified core regulatory circuitries in high-risk neuroblastoma cells involving a discrete set of master transcription factor genes associated with super-enhancers that are responsible for the maintenance of cell state^25,26^. Although we could find no evidence from ChIP-seq data indicating the binding of RUNX1T1 to super-enhancer regions, we found a high level of overlap of RUNX1T1 ChIP-seq peaks with previously reported HAND2 ChIP-seq peaks^26^. HAND2, a key component of these core regulatory circuits, has an essential role in neurogenesis and neural crest cell specification, particularly neural crest-derived noradrenergic sympathetic neuron development^30,59^. This master transcription factor forms part of a feed-forward loop that enhances the sensitivity of the neurons to nerve growth factor, and hence their survival, by upregulating the expression of *NTRK1*/*TrkA*^59^. Our RNAseq data showed *NTRK1* to be one of the most highly upregulated genes following shRNA-mediated silencing of *RUNX1T1*. The RUNX1T1 Y534H mutation led to reduced interaction with HAND2 further suggesting that HAND2 recruits RUNX1T1 to a co-repressor complex to maintain an undifferentiated phenotype in neuroblastoma. We, therefore, propose a model in which *MYCN* amplification drives high-level MYCN activity and an ESC-like phenotype that is supported by increased translation of RUNX1T1 (Fig. 8f). High levels of RUNX1T1 in turn, lead to enhancer-mediated repression of HAND2 target genes required for neuronal differentiation. However, loss of RUNX1T1, through either normal regulation or loss of function mechanisms, indirectly leads to inhibition of MYCN activity via a decreased level of MYCN dimerization partner MAX, and, in addition, upregulation of HAND2-driven pro-differentiation genes.

RUNX1T1 was shown to be part of an LCH repressor complex involving demethylase (LSD1/KDM1A), RCOR3/CoREST3, and histone deacetylase (HDAC1-3) proteins. LSD1 plays a major role in neuronal differentiation and high levels are associated with poorly differentiated neuroblastoma tumors and confer a poor outcome^60^. Depending on cell context, LSD1 can have opposing functions, by recruitment to either co-activator or co-repressor complexes to act on target genes^61^. There are three known CoREST proteins, all of which interact with LSD1^62^, however, only CoREST3 was found to bind RUNX1T1, and this interaction was lost following mutation of the NHR4 domain. A previous investigation of megakaryocytic differentiation found that whereas CoREST1 and CoREST2 facilitated LSD1-mediated nucleosomal demethylation, CoREST3 antagonized this process^62^. This finding suggests that RUNX1T1 downregulation in neural crest cells, leads to loss of interaction with CoREST3 and its antagonistic effects on CoREST1-2, promoting neuronal cell differentiation.

It is known that mouse strain background can influence neuroblastoma development. Homozygous *Th-MYCN* mice on a 129/SvJ background have 100% tumor penetrance compared to only 5% for the same transgenic mice on a C57BL/6 background, suggesting that 129/SvJ mice possess a strain-specific modifier that enables the *MYCN* transgene to be more penetrant compared to other strains^63^. Weiss and colleagues mapped a primary tumor susceptibility locus in 129/SvJ mice to chromosome 10, as well as a secondary susceptibility locus to chromosome 4^64^. This latter locus harbors *Runx1t1* and interestingly, the expression of *Runx1t1* was upregulated in 129/SvJ mice compared to another strain of mice (FVB) with a reduced tumor penetrance. Taken together, these findings implicate *Runx1t1* as a potential modifier responsible for the increased tumor penetrance in 129/SvJ *Th-MYCN* mice.

Based on our findings, we hypothesized that RUNX1T1 also plays a role in other MYC-driven cancers. PAX3-FOXO1 fusion-positive aRMS tumors frequently display increased expression of MYCN, and it has been shown that this fusion protein orchestrates an epigenetic chromatin-remodeling program in aRMS cells involving the establishment of super enhancers to drive the master transcription factors MYCN and MYOD1^65^. It has also been shown that MYCN can functionally replace MYC during murine development, indicating that the two genes have similar physiological roles and that individual differences likely relate to their transcriptional regulation^66^. He and colleagues reported *RUNX1T1* amplification in the SCLC compartment of patients with mixed tumor histology of both SCLC and non–non-small-cell lung cancer^48^. Our own results showing reduced colony formation in SCLC lines with shRNA-mediated silencing of *RUNX1T1* provide evidence that this co-repressor does function to support this malignant phenotype. In addition, Runx1t1 was identified as one of only 6 transcription factors necessary to reprogram committed murine blood cells to hematopoietic stem cells^67^, while a recent study in acute myeloid leukemia (AML) demonstrated that both *Mycn* and *Runx1t1* were able to reprogram multipotent progenitor cells and overcome self-renewal limiting capacity, which in turn led to AML transformation in cells that had lost JARID2, a component of PRC2 and a tumor suppressor^68^. These authors concluded that inhibition of Runx1t1 and MYCN could be exploited as a therapeutic strategy for secondary AML.

In conclusion, our study indicates that Runx1t1 is essential for MYCN-driven tumorigenesis and has provided insight into the key role of this co-repressor not only in neuroblastoma initiation, but also in the progression of this childhood disease, and has opened avenues for the development of potential additional therapeutic treatment approaches.

## Methods

### Animal experiments

The *Th-MYCN* (Tg(Th-MYCN)41Waw, 129/SvJ *Ter* backcross (ARC, Perth, Australia)) mouse model of neuroblastoma overexpresses human *MYCN* in the neuroectodermal cells, and mice develop neuroblastoma as a result^7^. The mice have been maintained by breeding hemizygous mice together. The *Runx1t1* heterozygous knock-out mouse model^13^ (CBB6-Runx1t1^tm1Fc^/H) was thawed from sperm at the Medical Research Council Harwell Animal Facility (Oxfordshire, United Kingdom). Animals were imported into Australia (Australian BioResources (ABR), Moss Vale, Australia), passed quarantine, and were shipped to the Children’s Cancer Institute Animal Facility. Mice were maintained by breeding heterozygous mice together and were crossed with the *Th-MYCN* mouse. All animals with neuroblastoma were monitored until the specified timepoint or when a 10 mm diameter abdominal tumor was detected, or signs of a thoracic tumor, and this tumor size was not exceeded. Both sexes were used in subsequent experiments.

Female NOD SCID gamma (NOD.Cg-Prkdc^scid^IL2rg^tm1Wjl^/SzJAusb) (ABR, Moss Vale, Australia), aged 5–6 weeks were engrafted subcutaneously with cells containing shRNA in the dorsal flank, with 10 million cells for KELLY in 50% Matrigel® matrix (Corning) and 5 million cells for BE(2)-C. Tumors were measured with vernier calipers every second day and the tumor volume was calculated using the formula (length × width × depth)/2. The mice were placed onto food containing 600 mg/kg doxycycline (or control) (Specialty Feeds, Glen Forrest, WA, Australia) when tumors reached between 50–100 mm^3^ in size and were euthanized when tumors reached 1000 mm^3^, our maximum approved tumor burden and was only exceeded when overnight growth of tumors went beyond 1000 mm^3^. For timepoint analysis, tumors were measured for 7 days post-doxycycline treatment and snap-frozen for further analysis.

All mice were housed in a specific pathogen-free, Physical Containment level 2 facility, with the temperature controlled between 22–24 °C and a 12-h day/night. Mice were kept in Ventirack cages (Tecniplast), provided food and water ad libitum, with environmental enrichment. Mice are tail-tipped after birth for genotyping using Chelex® 100 resin as previously described^69^. Real-time PCR sequence-specific assays were designed using the Primer Express™ software, Version 3.0.1 (Applied Biosystems, Thermo Fisher Scientific, Australia), based on the conventional PCR sequences^7,13,70^. Primers and probes for each genotyping assay are listed in Supplementary Table 2. The genotypes of mice were determined using an allelic discrimination methodology with assays designed to the specific region or insertion of disruption or the single point mutation.

All mouse studies were approved by the University of New South Wales Animal Care and Ethics Committee (ACEC) (Approval numbers ACEC 07/58B, 10/8B, 12/97A, 14/122B, 17/14B, 19/89B), according to the Animal Research Act, 1985 (New South Wales, Australia) and the Australian Code of Practice for Care and Use of Animals for Scientific Purposes (2013). The use of genetically modified mice was approved by the University of New South Wales Institutional Biosafety Committee.

### Generation of ENU mutant mice

Homozygote male *Th-MYCN* mice were treated with 30 mg/kg Cyclophosphamide (Baxter) for 5 days upon presentation of a 5 mm tumor at ~5–6 weeks of age. Two weeks after the final injection, the mice were treated with three once weekly injections of 66 mg/kg *N*-ethyl-*N*-nitrosourea (ENU) (Sigma), as previously described^71,72^. Approximately 4 weeks after the last injection of ENU, the male mice were mated with cyclophosphamide-treated female homozygote *Th-MYCN* mice to produce first-generation (G1) progeny. Offspring of both sexes were monitored by abdominal palpation for tumor development. Delayed G1 tumor mice were identified and mated for heritability to produce G2 offspring. The founder #1590 mouse was identified, and progeny mice were used in all subsequent experiments. For genetic mapping, delayed mice were mated to C57BL/6 (C57BL/6JAusb) or BALB/c (BALB/cJAusb) mice from ABR and then crossed back to non-ENU *Th-MYCN* homozygous mice. Control mice were mated in the same fashion to determine natural tumor drift on a mixed background.

Exome sequencing on #1590 direct progeny was performed at the Australian Phenomics Network located at the Australian National University (Canberra, Australia) using the NimbleGen SeqCap EZ mouse exon array (Roche, California, USA), according to the manufacturer’s instructions. The reads were aligned and filtered, removing false positives or negatives where possible and filtering out variants that are not ENU-induced with software. Whole genome sequencing in Chromosome 4 was performed on the backcrossed mice using polymerase chain reaction (PCR) and sequenced on an ABI automatic sequencer according to the manufacturer’s instructions (Applied Biosystems, Foster City, CA).

### Immunohistochemistry and tissue microarray

Human neuroblastoma tumor microarray (TMA) sections were obtained from the Tumor Bank at The Children’s Hospital at Westmead (The Sydney Children’s Hospital Network). Slides were stained with haematoxylin and eosin (H&E), or for RUNX1T1 (rabbit polyclonal antibody, 15494-1-AP, Proteintech, 1:400), MYCN (mouse monoclonal antibody, NCM II 100; ab16898, Abcam, 1:200) by the Garvan Institute of Medical Research Histopathology facility at The Kinghorn Cancer Center (Sydney, Australia). After filtering, 94 tumor cores could be used, comprising 77 neuroblastoma, 5 ganglioneuroblastoma, and 12 ganglioneuroma samples. Clinical outcome data were available for these 94 patients, however 15 patient samples lacked *MYCN* amplification status. Tumors were scored for MYCN and RUNX1T1 by a pediatric pathologist blinded to the clinical outcome. A score was generated for each sample by assessing the percentage of positive staining (0–3, where 0 = 0%, 1 = 1–10%, 2 = 11–50%, 3 = 51–100%) and multiplying this by the intensity of the staining (0–3, 0 = negative, 1 = weak, 1.5 = weak-moderate, 2 = moderate, 2.5 = moderate-strong, 3 = strong). The Ki67 proliferative index (%) was determined by visually estimating the % of viable tumor cells with Ki67 nuclear staining, to the nearest 10%, in tissue microarray cores. If multiple cores were available for the same sample, the values were averaged.

Samples for histology were collected in 10% neutral buffered formalin (Fronine) and fixed for 24 h. Samples were then transferred to 70% ethanol. Skin, teeth, and limbs were removed, and the spines bisected longitudinally. Specimens containing bone, including day 0 pups, were decalcified in 0.38 M EDTA for 48 h. Samples were embedded in paraffin, sectioned, and stained with H&E or for MYCN (rabbit polyclonal antibody, 10159-2-AP, Proteintech, 1:1000) and RUNX1T1 (as described above). Scoring of neuroblast hyperplasia within the autonomic ganglia of mice was undertaken in a blinded study. The percentage of hyperplasia within ganglia scored was then determined. Hyperplasia was defined as ≥30 neuroblasts within a ganglion, as previously described^9,73^. At least three independent mice were scored per genotype per timepoint. Photos were taken using an Olympus BX53 light microscope and DP-73 camera using cellSens software.

### Ganglia RNAseq and whole culture

Celiac ganglia were dissected from 2-week-old *Th-MYCN* homozygote and wild-type mice with 1- or 2-copies of *Runx1t1* and cleaned to remove non-ganglion tissue. Total RNA was isolated using the RNeasy Micro kit (50), # 74004 kit, and RNA quality was assessed prior to being used (Agilent 2100 Bioanalyzer, Agilent Technologies). Only RNA with an RNA Integrity Number (RIN) of >9.0 was used. Whole transcriptome sequencing was performed at the Ramaciotti Center for Genomics with a SMARTer Stranded Total RNAseq v2 preparation kit. Prepared libraries were pooled and sequenced on NovaSeq 6000 S1 2x100bp lane generating an average of 60 million reads per sample. Raw FASTQ files were quality control checked using FASTQC (v0.11.5). Paired-end FASTQ files were aligned to the Mouse genome assembly (build mm10) using STAR (v2.5) two-pass with quantMode parameter set to TranscriptomeSAM. Alignments were sorted and indexed with SAMTools (v.1.3.1). Aligned bam files were processed using RSEM (v1.2.31) to calculate raw gene counts and transcripts per kilobase million (TPM). All RNAseq relative expression values are expressed as TPM values. Differential expression analysis was conducted in R using the edgeR package. Preranked GSEA analysis was performed using MSigDB (v7.4).

For whole culture, superior cervical ganglia were dissected from 2-week-old mice as previously described^9^. Individual ganglia were cultured in Neurobasal-A medium supplemented with B27 (Life Technologies Australia) and antibiotics (penicillin/streptomycin) in 6-well or 12-well plates precoated sequentially with poly-D-lysine (In Vitro Technologies) and laminin (Life Technologies, Australia). The culture was maintained under standard conditions for 7 days to allow neurites to develop, before the ganglia were paraformaldehyde-fixed and stained with β-III tubulin antibody (rabbit polyclonal, 802001, BioLegend, 1:1000 in PBS with 10% FCS). The ganglia and the attached neurites were visualized by florescence-labeled β-III tubulin through FITC conjugated secondary antibody (Anti-rabbit IgG F(ab’) Fragment (Alexa Fluor 488 Conjugate), 4412 S, Cell Signalling, 1:2000 in PBS with 10% FCS). The images were scanned using cell imaging system Celldiscoverer 7 (Zeiss) and analysed using ImageJ program. The fluorescence signals were converted into pixels for quantitation of the length and density of the neurites. Images were segmented using an adaptive thresholding algorithm that identifies structures that display distinct patterns in pixel intensity distinguishable from noise. A central region of interest was selected around the ganglion. Zones were constructed with a width of 300 pixels (274 µm), expanding out radially as a measure to describe positive area coverage as a function of distance from the ganglion. Measurements were normalized to area and reported as percentage area coverage.

### NMR and peptide binding analysis

Three peptides derived from human RCOR3 (residues 410–422, 428–440, and 448–460, designated RCOR3_1, RCOR3_2, and RCOR3_3 respectively), as well as one from human NCOR2 (residues 1101–1113) were purchased as N-terminally acetylated and C-terminally amidated at >80% purity from Ontores Biotechnologies. Sequences of all four peptides are shown in Fig. 6d. Peptides were prepared in MQW and their concentration was determined by A205 nm^74^.

^15^N HSQC spectra of 60 µm ^15^N-labeled NHR4 MYND were acquired in either 20 mM Mes, 100 mM NaCl, 120 µM ZnAc, 2 mM TCEP pH 6, or 20 mM Bis-Tris, 100 mM NaCl, 120 µM ZnAc, 2 mM TCEP pH 7.5. For all NMR experiments, 10% (v/v) D_2_O was added directly to the samples. 2,2-dimethyl-2-silapentane-5-sulfonic acid was added as a chemical shift reference to all samples to a final concentration of 500 µm. Following quantification, peptides RCOR3_1, RCOR3_2, RCOR3_3, and NCOR2 were diluted into 20 mM Mes, 100 mM NaCl, 120 µM ZnAc, 2 mM TCEP pH 6 (equivalent buffer to the protein sample) and were titrated in increments of 0.5 molar equivalents (up to 12 molar equivalents). ^15^N HSQC spectra were acquired after each addition. RCOR3_3 was additionally diluted into 20 mM Bis-Tris, 100 mM NaCl, 120 µM ZnAc, 2 mM TCEP pH 7.5 (equivalent buffer to the protein sample) and again titrated in increments of 0.5 molar equivalents (up to 10 molar equivalents) with ^15^N HSQC spectra acquired after each addition. Data were acquired at 298 K on a Bruker Avance III 600 MHz NMR spectrometer fitted with a cryogenic TCI probe head. The pulse program used for the HSQC spectra was sfhmqcf3gpph, the spectral widths were 14 ppm (^1^H) and 32 ppm (^15^N), the number of scans used was 16, and the total acquisition time was 10 min. The spectra were processed and analysed using TOPSPIN3 (version 3.6.4, Bruker, Karlsruhe, Germany).

Chemical shift perturbation (CSP) values were calculated as a weighted average of changes in ^1^H and ^15^N chemical shift between free and peptide-saturated NHR4 MYND, using Eq. 1^75^, where Δδ*HN* is the chemical shift change in the proton dimension, and Δδ*N* is the chemical shift change in the nitrogen dimension. Each experiment was carried out once, and binding curves were derived by tracking the CSP values from three residues in each HSQC in response to peptide addition. The values were fitted to a simple 1:1 binding model in GraphPad Prism, and the affinities reported are the average ± SD of the three sets of measurements.

1 $$\Delta \delta=\sqrt{{(\Delta \delta {HN})}^{2}+{(0.154\cdot \Delta \delta {{{{{\rm{N}}}}}})}^{2}}$$

### Cell culture

Cell lines were mycoplasma tested and verified by short tandem repeat profiling (CellBank Australia, Westmead Australia) and were cultured under standard conditions at 37 °C, 5% CO_2_ in Dulbecco’s Modified Eagles Medium with 10% fetal bovine serum (FBS; Thermo Fisher Scientific, Australia) for BE(2)-C (ECACC Cat#95011817), SH-EP and SH-SY5Y (ECACC Cat#94030304), or Roswell Park Memorial Institute medium with 10% FBS for KELLY (ECACC Cat#92110411), DMS-273 (ECACC Cat#95062830), DMS-53 (ECACC Cat#95062823), Rh41 and Rh3 (obtained from Peter Houghton, Greehey Children’s Cancer Research Institute, San Antonio, USA). Stable lines expressing doxycycline-inducible RUNX1T1 shRNA were generated using the siRNA sequence from Ambion™ (AM16708) with the pFH1UTG vector and packaged using the psPAX2 and pMD2.G plasmids (gift from Marco Herold, The Walter and Eliza Hall Institute of Medical Research, VIC Australia). SH-EP Tet-21/N were synthetically engineered to express MYCN^76^. MYCN expression is repressed upon the addition of doxycycline to barely detectable levels (gift from Manfred Schwab, German Cancer Research Center, Heidelberg, Germany). SH-EP pCDH MYCN cells were genetically engineered to stably overexpress MYCN with MYCN cloned into the lentiviral construct pCDH.

### Colony assays

For colony assays, cells were plated at 500 or 1000 cells per well in a six-well plate. For shRNA knock-down, 1 µg/mL doxycycline was added to the well and replaced every 48 h. Colonies were stained after 10–14 days using 0.5% crystal violet in 50% methanol and scanned using the Gel Doc XR+ System (Bio-Rad). Colony numbers were counted using ImageJ software. For live cell imaging, Rh41 cells were seeded in 6-well plate at a density of 100,000 cells per well and cultured overnight before transfection with 40 nM of either control siRNA (1027281) or RUNX1T1 siRNA#6 (04252038) and #8 (SI04351900) from Qiagen using Lipofectamine RNAiMAX Transfection Reagent (Thermo Fisher Scientific, Australia). At 72 h, media was changed, and cells were cultured and monitored using the IncuCyte S3 Live Cell Analysis System (Sartorius, USA). Live cell images were taken from nine spots per well every 12 h for 4 consecutive days, and the average confluence of each well was calculated.

### Western blot

Western blots were performed as previously described^77^. Primary antibodies for RUNX1T1 (rabbit polyclonal antibody, 15494-1-AP, Proteintech, 1:1000 in 4% skim milk in TBST), MYCN (mouse monoclonal B8.4.B, sc-53993, Santa Cruz, 1:1000 in 4% skim milk in TBST), GAPDH (mouse monoclonal G-9, sc-365062, Santa Cruz, 1:5000), HAND2 (Abcam, RabmAb Clone: EPR19451, 1:1000 in 4% skim milk in TBST), anti-FLAG M2 (Sigma Aldrich clone M2, affinity isolated antibody, 1:3000 in 4% skim milk in TBST), anti-HA (AbCAM ab9110, Rabbit Polyclonal HA tag antibody, 1:3000 in 3.5% skim milk in TBST), and ACTIN (rabbit polyclonal antibody, A2066, Sigma-Aldrich, 1:5000). Western blots were imaged using the ChemiDoc™ XRS+ Imaging System and the Image Lab software (Bio-Rad).

### Protein stability

Protein synthesis of RUNX1T1 was blocked using 100 µg/mL cycloheximide (Sigma) for up to 12 h. Cells were lysed and RUNX1T1 protein levels analysed by western blotting. Densitometry from three independent experiments was used to estimate RUNX1T1 expression relative to untreated cells and is expressed as the mean ± standard error. Half-life is expressed as a percentage compared to the 0 timepoint and GAPDH was used as a loading control.

### Patient RNAseq dataset

An RNAseq dataset from the Sequencing Quality Control (SEQC) consortium consisting of 498 primary neuroblastoma samples was investigated^78^. Clinical data were available for most patients. There were 92 patients with *MYCN* amplification. This dataset can be accessed from the Gene Expression Omnibus database using accession number GSE62564.

### cDNA and PCR

For RNA, tissue samples and cells were extracted in TRIzol™ (Invitrogen) according to manufacturers’ instructions. RNA was reverse transcribed using Moloney murine leukemia virus (MMLV) reverse transcriptase (Life Technologies). Gene expression was determined using SYBR green on a Bio-Rad C1000 Thermal Cycler using the primers listed in Supplementary Table 3.

Triplicate values were obtained for each sample and the amplification threshold value (Ct) defined for each assay. For determination of the expression of each gene, the comparative threshold cycle method, known as the ΔΔCt method^79^, was used to quantitate target gene expression normalized relative to the control gene, to produce relative quantification.

### Luciferase assay

Murine *Runx1t1* 5’UTRs were amplified by PCR from day 0 *Th-MYCN* mice using primers listed in Supplementary Table 4 and Herculase II DNA polymerase. The PCR product was inserted into PGL4.54-LUCTK. The constructs were transiently transfected into either SH-EP pCDH (empty vector) or SH-EP pCDH MYCN cells using Lipofectamine LTX reagent (Life Technologies) following manufacturer’s instructions for 48 h. Renilla-TK was used as a control, and the activity of Renilla (firefly) luciferase was measured using the Dual Luciferase Assay kit (Promega). The signal is calculated as the ratio between Firefly over Renilla (F/R). Each ratio was normalized to the empty vector control (SH-EP pCDH).

### Cloning of the MYND domain

The MYND domain of RUNX1T1^12^ was cloned into a pGEX-6P vector using *BamHI* and *EcoRI* restriction sites and overexpressed as GST fusions. The YH mutant was generated using the Quikchange II mutagenesis kit (Agilent Technologies Australia), as per the manufacturer’s instructions. The wildtype and mutant MYND domains were subject to Nuclear magnetic resonance (NMR) spectroscopy as previously described^80^.

### Inducible RUNX1T1 shRNA constructs

For shRNA constructs, FH1UTG, a second-generation lentiviral vector derived from FUGW was used, that contains green fluorescent protein (GFP). Two shRNA constructs were created, namely FH1UTG (empty vector, EV), sh #1 (based on the Ambion™ siRNA sequence), and sh #2 (an shRNA designed upstream of the Ambion™ sequence). The forward and reverse primers (4 μL; 100 μM of each) containing compatible sticky ends (listed in Supplementary Table 5) were annealed in annealing buffer (150 mM NaCl; 1 mM EDTA; 10 mM Tris HCl, pH 8) for 40 min. Samples were phosphorylated using T4 PNK. The FH1UTG vector was digested using *BsmBI* (at 55 ^o^C) and *XhoI* (at 37 ^o^C) to produce ends that match the sticky ends in the primers. The vector and primers were ligated at 4 ^o^C overnight and transformed using DH5 alpha Stbl3 *E. coli*. Constructs were transduced into BE(2)-C cells using packaging vectors PMD2G and psPAX2 (2:2:1) and sorted for the top 5% expressing GFP. All three constructs, FH1UTG, PMD2G, and psPAX2, were generous gifts from Marco Herold (The Walter and Eliza Hall Institute of Medical Research, VIC Australia). Oligos used for making these inducible shRNA constructs are listed in Supplementary Table 5.

### Computational modeling

The solution structure of the MYND domain of human RUNX1T1 complexed with the co-repressor SMRT (RCSB Protein Data Bank ID 2ODD; PMID 17560331^12^) was visualized using the PyMOL Molecular Graphics System (Schrödinger, LLC). The Tyr682His substitution was made using the PyMol Mutagenesis Wizard, and the rotamer of best fit selected.

### LC-MS/MS and Co-IP

#### Co-IP

HEK-293T cells were transiently transfected (PEI) with the indicated plasmids in equimolar ratio. Twenty-four hours after transfection, cells were scraped and collected in tubes for nuclei isolation. Samples were incubated with 500 µL of hypotonic buffer (HEPES 10 mM, NaCl 50 mM, sodium pyrophosphate 1 mM, sodium orthovanadate 1 mM, sodium fluoride 1 mM) supplied with Phenylmethanesulfonyl fluoride (Sigma) and Complete protease inhibitor (Roche) for 15 min at 4 °C and next, NP40 was added up to 0,2% w/v final concentration and incubated for 15 min. Nuclear pellets were obtained through 10 min centrifugation at 750 × *g*, and lysed in 100 µL of TNT buffer (Tris HCl pH 8.00 50 mM, NaCl 250 mM, sodium pyrophosphate 1 mM, sodium orthovanadate 1 mM, sodium fluoride 1 mM, Triton 1% w/v) supplied with phenylmethanesulfonyl fluoride (Sigma-Aldrich) and Complete protease inhibitor (Roche) for 30 min. Nuclear lysates were centrifugated at 20,000 × *g* for 20 min to discard insoluble material, and supernatants (nuclear protein fractions) were collected and quantified with the BCA method (Thermo Fisher) following manufactural instructions. Next, 220 µg (1 µg/µL) of lysate was added to 450 µg of dried pre-equilibrated Dynabeads protein G (Thermo Fisher Scientific) for 1 h pre-clearing in rotation at 4 °C. About 20 µL of pre-cleared lysate was collected as an INPUT sample and the remaining 200 µL were incubated with 1.5 µg of Anti-FLAG antibody (#F3165 Sigma) for 1 h immunoprecipitation at 4 °C in rotation. Samples were added to 450 µg of dried pre-equilibrated Dynabeads protein G and were incubated in rotation at 4 °C for 1 h for pull-down. The beads were washed five times in 200 µL TNT buffer, eluted in 1xNuPAGE buffer (Thermo Fisher) at 70 °C for 10 min, and stored at –80 °C until immunoblot analysis.

For Co-Immunoprecipitation of MYCN and MAX, KELLY cells containing doxycycline-inducible shRNA to *Runx1t1* were cultured with and without doxycycline (1 µg/mL) for 72 h. Nuclear proteins were extracted for Co-IP using the same protocol described above. About 200 µg of nuclear protein from each treatment was incubated with 2 µg of Anti-MYCN antibody (sc-53993, Santa Cruz Biotechnology) or normal mouse IgG control (sc-2025, Santa Cruz Biotechnology) at 4 °C overnight. On the following day, 60 µL of Protein G Agarose (#11719416001, Roche) was added to each IP reaction for isolation of immunocomplexes. Purified protein was then subject to immunoblot analysis.

#### LC-MS/MS

The immunoprecipitated proteins (See Co-IP method paragraph for details) from 20 10-cm dishes of transiently (48 h) pCMV14-RUNX1T1-3xFLAG transfected BE(2)-C were precipitated with four volumes of acetone overnight at −20 °C. The protein pellet was washed with 1 mL of acetone and the sample was resuspended in 30 ul of MS resuspension solution (6 M urea, 100 mM ammonium bicarbonate). Next, the sample was treated as follows: 3 ul of reduction solution (ammonium bicarbonate 10 mM; DTT 0.15 mg/mL) at 56 °C for 30 min, 1 ul of MS alkylation solution (Iodoacetamide 5.5 mM; ammonium bicarbonate 10 mM) at RT for 20 min in darkness, 0.6 ul of inactivation solution (DTT 50 mM; ammonium bicarbonate 10 mM). The sample was brought to 500 ul with 10 mM AmBiC to dilute the urea to a final concentration of 0.36 M and left to pass through a 3 K column. The sample was centrifuged for 10,000 × *g* for 20 min until reaching a volume of about 250 ul and was further diluted with 250 ul of 10 mM AmBiC to finally have a final urea concentration of about 0.15 M. The sample was concentrated with a 3 K column to obtain a protein sample of about 30–50 ul. The concentrated proteins were collected in a new tube and digested with 3 ul of trypsin (Sigma-Aldrich) [0.4 ug/ul] and incubated at 37 °C O/N. 1/10 of the volume of 5% formic acid was added to the trypsinized proteins, and the proteins were lyophilized in SpeedVAC set to Dry-rate medium. Trypsinized samples were resuspended in 50 µl of water:acetonitrile:formic acid (95:3:2), sonicated, centrifuged, and 20 µl of this solution was injected into a UHPLC system (Ultimate 3000, Dionex—Thermo Fisher Scientific) coupled to a Q Exactive mass spectrometer (Thermo Fisher Scientific) equipped with a HESI-II ion source. Peptides were loaded into a C18 Hypersil Gold (100 ×2.1 mm ID, 1.9 µm ps) column (Thermo Fisher Scientific) thermostatted at 30 °C and separated using the following gradient of 0.1% formic acid in water (A) and acetonitrile (B): after 5 min, B% was raised to 3% in 2 min, then a linear gradient from 2% B to 27% B was applied in 59 min; B% was then increased to 90% in 4 min and kept constant for 3 min before the reconditioning step, for a total run time of 80 min. Ions were produced by ESI, positive polarity, 3.5 kV spray voltage, 270 °C capillary temperature, 30 auxiliary gas, 40 sheath gas, S-lens RF 45, probe was heated at 290 °C. The mass spectrometer was operated in data-dependent acquisition (DDA) mode, performing a 200 <m/z < 2000 Full MS scan at 70,000 resolution (at m/z 200) followed by HCD fragmentation at 28 normalized collision energy of the five most intense precursor ions (charge state z ≥ 2,17,500 resolution (at m/z 200)), with a dynamic exclusion of 10 s. Proteotypic peptides for RUNX1T1 were specified in the method inclusion list to increase the chances to have them selected for MS2 fragmentation. To improve the proteome coverage during the technical replicates analyses, the MS method was instructed to exclude the ions fragmented in the previous run(s). Raw data files were converted to mascot generic format (.mgf) using MSConvert (ref: http://www.proteowizard.org/tools/msconvert.html) and protein identification was performed using Mascot Server (Version 2.7.0, Matrix Science, UK) search engine against the Swissprot database (release 2018_05, 557’491 sequences) and a database of contaminants commonly found in proteomics experiments (cRAP, 116 sequences). The search parameters were set as follows: trypsin was selected as the enzyme with one missed cleavage allowed; carbamidomethylation (C) was specified as fixed modification while, oxidation (M) and deamidation (NQ) as variable modifications; peptide and MS/MS tolerances were 10 ppm (#13C = 1) and 0.05 Da, respectively. False discovery rate (FDR) evaluation was performed using a decoy concatenated search and results were filtered at 1% FDR for peptide-spectrum matches (PSMs) above homology, narrowing the search to the human proteome. Merged searches of the technical replicates were run through Mascot Daemon (Matrix Science, UK). STRING analysis, which uses a database of known and predicted protein-protein interactions (https://string-db.org/), was performed to define interaction networks involving RUNX1T1, and the parameters used to undertake the analysis are listed in Supplementary Fig. 5a.

### ChIP-seq and dual-step ChIP-seq

About 60 million KELLY cells were harvested and resuspended in PBS at a concentration of 1 million cells/mL. Thus, disuccinimidyl glutarate (DSG, Santa Cruz Biotechnologies) was added to reach 2 mM final concentration starting from a freshly prepared 500 mM stock in DMSO. Samples were incubated at RT for 45 min, protected from light. Cells were washed three times in PBS, formaldehyde was added to a final concentration of 1% and incubated 10 min at RT on a wheel. To stop the cross-linking reaction, 0.5 mL of 2.5 M glycine was added and the samples were incubated 5 min at RT on wheel at 12 rpm. Thus, samples were centrifuged 5 min at 1500 rpm (350 × *g*) at 4 °C and the pellet was washed three times in 10 mL of ice-cold PBS. Next, the pellet was resuspended in 1.5 mL of ice-cold cell lysis buffer for nuclei release (Pipes pH 8 5 mM, KCl 85 mM, NP40 0.5%, PMSF 1 mM, Complete 1X, MilliQ Water) and kept in ice for 10 min. Afterward, the samples were centrifuged at 1700×*g* for 10 min at 4 °C, the supernatant was discarded, and 600 ul of RIPA Sonic-Buffer (NaCl 150 mM, NP40 1%, PMSF 1 mM, Complete 1X, SDS 0.5%, Tris HCl 50 mM, MilliQ Water) was added for a further incubation of 20 min. Nuclei were sonicated with 5 × 10 cycles: 30 “ON - 45” OFF; High Power. RIPA sonic buffer without SDS was added to each sample to bring SDS to a final concentration of 0.18%, and BSA-coated protein A or G sepharose beads (Thermo Fisher) were added for 30 min pre-clearing. 1/10 of the sample was kept as input. The pre-cleared lysate was incubated with 20 ug of antibody to each sample O/N. At this step, we used the following antibodies depending on the target protein: RUNX1T1 (Cat. No. C15310197 diagenode); LSD1 (C15410067 diagenode); Anti-CoREST3 / RCOR3 antibody (ab76921 Abcam). The next day, 40 ul of coated beads were added to the complexes and incubated in constant rotation for 1 h at RT. Next, complexes were washed five times with RIPA buffer; once with LiCl Wash Buffer (NaDoc 1%, NP40 1%, 500 mM LiCl, 100 mM Tris HCl, MilliQ Water.); and twice with TE buffer. Beads were resuspended in 70 µL of TE buffer plus 10 ul (10 ug/ul) of RNase A (Sigma-Aldrich), and the reaction was incubated for 45 min at 37 °C. De-crosslinking was performed by adding 20 ul of Proteinase K Buffer 5X and 6 ul of Proteinase K (19 mg/mL) by incubating samples overnight at 65 °C. The DNA was then purified by using the phenol/chloroform method and ethanol precipitation. Library for single strand NGS sequencing was prepared and analysed by IGA technology company.

Murine Runx1t1 Isoform 1 (NM_001111027.2) was amplified by PCR using primers and Herculase II DNA polymerase. The PCR product was inserted into p3xFLAG-CMV™-10 or -14 using the restriction enzymes *NotI* and *BamHI*, to preserve the open reading frame. The mutant form of *Runx1t1* (YH) was created by All-around PCR using p3xFLAG-CMV™-10 containing *Runx1t1*, and primers listed in Supplementary Table 6. The PCR product was phosphorylated by T4 PNK using the same PCR cycling as above, however the elongation step at 72 °C was increased to 5 min per cycle, and 50 ng of the product was self-ligated at 16 °C overnight. Deletion forms of CoREST3 were produced as reported for the mutant forms of *Runx1t1* using primers as follows:

∆2_RCOR3_RV:5′-CTGGTTCAGAGTGGCAATAGGGG-3′;

∆1/2_RCOR3_FW:5′-CGCCCTGCTAATTCCATGCCA-3′;

∆1_RCOR3_RV: 5′-AGGCTGATTTAAAGTTGGCCGGG-3′

KELLY cells containing doxycycline-inducible shRNA to *Runx1t1* were cultured with and without treatment. After 72 h, 12 × 10^6^ cells were fixed per condition to perform ChIP assays and sequencing for K4 monomethyl-histone H3 (H4K4me1), K4 dimethyl-histone H3 (H3K4me2), K4 trimethyl-histone H3 (H3K4me3), K27 acetyl-histone H3 (H3K27AC), and K27 trimethyl-histone H3 (H3K27me3) based on ChIP-seq method as previously described^81^.

Briefly, KELLY cells were directly fixed in a medium containing 1% formaldehyde for 10 min at room temperature. Fixation was quenched with the addition of 125 mM (final concentration) glycine for 5 min at room temperature. Fixed cells were washed twice with ice-cold PBS and finally were harvested in cold PBS containing 1x cOmplete^TM^, EDTA-free Protease Inhibitor Cocktail (Sigma-Aldrich, cat# 04693132001). Pellets of fixed cells were resuspended in SDS lysis buffer for 30 min on ice. The resulting lysates were sonicated to shear the DNA to fragment lengths of 200–500 bp. The complexes were immunoprecipitated with antibodies specific for H3K4ME1 (Active motif #39297), H3K4me2 (Active motif # 39141), H3K4ME3 (Active Motif #39159), Histone H3K27AC (Active motif #39133), and H3K27M3 (Millipore #07-449).

For each immunoprecipitation, 10 μg of antibody was used per 2.5 × 10^6^ cells. Input samples were processed in parallel. The antibody/protein complexes were collected by Protein A/G PLUS agarose beads (Santa Cruz sc-2003) and washed several times. The immune complexes were eluted with 1% SDS and 0.1 M NaHCO3 and samples were treated with proteinase K for 1 h. DNA was purified by phenol/chloroform extraction, ethanol precipitation, and resuspended in 15 μl H_2_O.

In total, 2.5 ng of ChIP-DNA samples were used for library preparation at the Ramaciotti Centre for Genomics with ThruPLEX DNA prep KIT. The libraries were sequenced on Illumina NovaSeq 6000 S1 pair-end 100 bp reads to obtain average depth of 70 M reads per sample.

All ChIP-seq analysis was performed in triplicate and raw sequencing data for each individual replicate was aligned using Bowtie2 (v2.1.0) to the human genome reference (build hg38) with parameters -k 1 -q. Aligned reads were sorted and indexed with samtools (v1.9) and only reads with a minimum mapping quality of 30 were retained. Peak calling was performed using MACS2 (v2.1.1) on aligned reads with parameters -f BAM -q 0.05 -B –keep-dup auto. Narrow peak calling was performed on H3K4me2 and H3K4me3 and broad peak calling was performed on H3K4me1, H3K27ac, and H3K27me3. Overlapping peaks between replicates for each individual histone mark were identified using BEDTools intersect (v2.26.0) with parameters -loj and a custom R script to merge overlapped replicate peaks. Overlapped peaks between histone marks were identified using BEDTools intersect with the parameters -wa -wb -sorted. Peaks were annotated in R (v4.1.2) with TxDb.Hsapiens.UCSC.hg38.knownGene and org.Hs.eg.db packages to identify genes within 5 kb, 50 kb, 100 kb, 200 kb, and 1 Mb from the start and end of each peak. All ChIP-seq peaks were overlapped using a custom R script where a 0 denoted the peak was absent for a given experiment and a 1 where the peak was present using the GenomicRanges package. Enhancer peaks were identified if a H3K4me3 peak was absent with a peak identified in the following histone marks: active enhancers H3K4me1+H3K27ac, poised enhancers H3K4me1 + H3K27me3 and primed enhancers H3K4me1 only. BigWig coverage tracks were generated using deeptools bamCoverage (v3.5.1) with a bin size of 10.

### Max ChIP assay

KELLY cells were treated for 72 h with either Doxycycline (1 µg/mL) or DMSO as control before ChIP assays were performed using a protocol described previously^82^. Approximately 8 µg of MAX antibody (ab199489, Abcam) or rabbit isotype control (Cat#10500 C, Invitrogen) was used in each ChIP. Primers for ChIP-qPCR are listed in Supplementary Table 7. ChIP-qPCR data were presented as fold enrichment, which is calculated by subtraction of non-MYCN target gene ABCA10 and normalization by IgG control.

### Statistical analyses

To determine if there was an association between overall survival and RUNX1T1 score for the patients in the TMA, Kaplan–Meier curves and log-rank tests were performed using IBM SPSS Statistics 24. The RUNX1T1 score was classified as either low or high at various cut points between the minimum score of 0 and the maximum score of 9. RUNX1T1 score was also correlated with *MYCN* status using GraphPad Prism 7 software (GraphPad, La Jolla, USA) and significance determined using a Mann**–**Whitney test. Fisher’s exact tests were performed using SPSS Statistics 24.

For mouse studies, Kaplan–Meier plots of time to palpable tumor were generated, and a log-rank (Mantel–Cox) significance test was applied using GraphPad Prism 7 software. Two-tailed Fisher’s exact tests (95% confidence interval) were used to determine differences between backcrossed populations (GraphPad Prism).

Other statistical methods are described in the relevant section.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The raw RNA-sequencing and ChIP-sequencing data generated in this study have been deposited in the GEO database under accession code GSE230265. The processed ChIP-sequencing and RNA-sequencing data are available at the GEO database under accession code GSE230265 and in our GitHub repository at https://github.com/CCI-bio/RUNX1T1. The ChIP-seq dataset of MYCN-amplified Neuroblastoma cell lines data as previously published by Durbin et al (10.1038/s41588-018-0191-z) used in this study are available in the GEO database under accession code GSE94824. The mass spectrometry proteomics data are publicly available and have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD050375. The ChIP-sequencing and RNA-sequencing data can also be explored/analyzed directly via the R2 genomics analysis and visualization platform (https://r2.amc.nl). The remaining data were available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

## References

[1] Brodeur GM (2003). Neuroblastoma: biological insights into a clinical enigma. Nat. Rev. Cancer.

[2] Maris JM, Hogarty MD, Bagatell R, Cohn SL (2007). Neuroblastoma. Lancet.

[3] Shimada H (1993). Tumors of the neuroblastoma group. Pathology.

[4] Westermark UK, Wilhelm M, Frenzel A, Henriksson MA (2011). The MYCN oncogene and differentiation in neuroblastoma. Semin. Cancer Biol..

[5] Irwin MS (2021). Revised neuroblastoma risk classification system: a report from the children’s oncology group. J. Clin. Oncol..

[6] Laverdiere C (2009). Long-term outcomes in survivors of neuroblastoma: a report from the Childhood Cancer Survivor Study. J. Natl Cancer Inst..

[7] Weiss WA, Aldape K, Mohapatra G, Feuerstein BG, Bishop JM (1997). Targeted expression of MYCN causes neuroblastoma in transgenic mice. EMBO J..

[8] Burkhart CA (2003). Effects of MYCN antisense oligonucleotide administration on tumorigenesis in a murine model of neuroblastoma. J. Natl Cancer Inst..

[9] Hansford LM (2004). Mechanisms of embryonal tumor initiation: distinct roles for MycN expression and MYCN amplification. Proc. Natl Acad. Sci. USA.

[10] Kile BT, Hilton DJ (2005). The art and design of genetic screens: mouse. Nat. Rev. Genet..

[11] Concepcion D, Seburn KL, Wen G, Frankel WN, Hamilton BA (2004). Mutation rate and predicted phenotypic target sizes in ethylnitrosourea-treated mice. Genetics.

[12] Liu Y (2007). Structural basis for recognition of SMRT/N-CoR by the MYND domain and its contribution to AML1/ETO’s activity. Cancer Cell.

[13] Calabi F, Pannell R, Pavloska G (2001). Gene targeting reveals a crucial role for MTG8 in the gut. Mol. Cell Biol..

[14] Murray J (2017). Suppression of the ATP-binding cassette transporter ABCC4 impairs neuroblastoma tumour growth and sensitises to irinotecan in vivo. Eur. J. Cancer.

[15] Stine ZE, Walton ZE, Altman BJ, Hsieh AL, Dang CV (2015). MYC, metabolism, and cancer. Cancer Discov..

[16] Diolaiti D, McFerrin L, Carroll PA, Eisenman RN (2015). Functional interactions among members of the MAX and MLX transcriptional network during oncogenesis. Biochim. Biophys. Acta.

[17] Cascon A, Robledo M (2012). MAX and MYC: a heritable breakup. Cancer Res..

[18] Blackwood EM, Luscher B, Eisenman RN (1992). Myc and Max associate in vivo. Genes Dev..

[19] Ferrucci F (2018). MAX to MYCN intracellular ratio drives the aggressive phenotype and clinical outcome of high risk neuroblastoma. Biochim. Biophys. Acta Gene Regul. Mech..

[20] Swart LE, Heidenreich O (2021). The RUNX1/RUNX1T1 network: translating insights into therapeutic options. Exp. Hematol..

[21] Davis JN, McGhee L, Meyers S (2003). The ETO (MTG8) gene family. Gene.

[22] Rossetti S, Hoogeveen AT, Sacchi N (2004). The MTG proteins: chromatin repression players with a passion for networking. Genomics.

[23] Lee MG, Wynder C, Cooch N, Shiekhattar R (2005). An essential role for CoREST in nucleosomal histone 3 lysine 4 demethylation. Nature.

[24] You A, Tong JK, Grozinger CM, Schreiber SL (2001). CoREST is an integral component of the CoREST- human histone deacetylase complex. Proc. Natl Acad. Sci. USA.

[25] Boeva V (2017). Heterogeneity of neuroblastoma cell identity defined by transcriptional circuitries. Nat. Genet..

[26] Durbin AD (2018). Selective gene dependencies in MYCN-amplified neuroblastoma include the core transcriptional regulatory circuitry. Nat. Genet..

[27] Marshall GM (2010). Transcriptional upregulation of histone deacetylase 2 promotes Myc-induced oncogenic effects. Oncogene.

[28] Zeid R (2018). Enhancer invasion shapes MYCN-dependent transcriptional amplification in neuroblastoma. Nat. Genet..

[29] Di Lascio S (2016). PHOX2A and PHOX2B are differentially regulated during retinoic acid-driven differentiation of SK-N-BE(2)C neuroblastoma cell line. Exp. Cell Res..

[30] Hendershot TJ (2008). Conditional deletion of Hand2 reveals critical functions in neurogenesis and cell type-specific gene expression for development of neural crest-derived noradrenergic sympathetic ganglion neurons. Dev. Biol..

[31] Kim H, Berens NC, Ochandarena NE, Philpot BD (2020). Region and cell type distribution of TCF4 in the postnatal mouse brain. Front. Neuroanat..

[32] Marshall GM (2014). The prenatal origins of cancer. Nat. Rev. Cancer.

[33] Ben-Porath I (2008). An embryonic stem cell-like gene expression signature in poorly differentiated aggressive human tumors. Nat. Genet..

[34] Dhanasekaran R (2021). The MYC oncogene - the grand orchestrator of cancer growth and immune evasion. Nat. Rev. Clin. Oncol..

[35] Wu, X. et al. MYC oncogene is associated with suppression of tumor immunity and targeting Myc induces tumor cell immunogenicity for therapeutic whole cell vaccination. *J. Immunother. Cancer***9**, e001388 (2021).10.1136/jitc-2020-001388PMC799333333757986

[36] Taylor CT, Colgan SP (2017). Regulation of immunity and inflammation by hypoxia in immunological niches. Nat. Rev. Immunol..

[37] van Horssen R, Ten Hagen TL, Eggermont AM (2006). TNF-alpha in cancer treatment: molecular insights, antitumor effects, and clinical utility. Oncologist.

[38] Villarino AV (2017). Subset- and tissue-defined STAT5 thresholds control homeostasis and function of innate lymphoid cells. J. Exp. Med..

[39] Lawlor ER, Thiele CJ (2012). Epigenetic changes in pediatric solid tumors: promising new targets. Clin. Cancer Res..

[40] Zanon C, Tonini GP (2017). Transcription instability in high-risk neuroblastoma is associated with a global perturbation of chromatin domains. Mol. Oncol..

[41] Tsubota S, Kadomatsu K (2018). Origin and initiation mechanisms of neuroblastoma. Cell Tissue Res..

[42] Calao M (2013). Direct effects of Bmi1 on p53 protein stability inactivates oncoprotein stress responses in embryonal cancer precursor cells at tumor initiation. Oncogene.

[43] Chen L (2018). CRISPR-Cas9 screen reveals a MYCN-amplified neuroblastoma dependency on EZH2. J. Clin. Invest..

[44] Corvetta D (2013). Physical interaction between MYCN oncogene and polycomb repressive complex 2 (PRC2) in neuroblastoma: functional and therapeutic implications. J. Biol. Chem..

[45] Barretina J (2012). The Cancer Cell Line Encyclopedia enables predictive modelling of anticancer drug sensitivity. Nature.

[46] Grunblatt E (2020). MYCN drives chemoresistance in small cell lung cancer while USP7 inhibition can restore chemosensitivity. Genes Dev..

[47] Liu Z, Chen SS, Clarke S, Veschi V, Thiele CJ (2020). Targeting MYCN in pediatric and adult cancers. Front. Oncol..

[48] He T (2021). Identification of RUNX1T1 as a potential epigenetic modifier in small-cell lung cancer. Mol. Oncol..

[49] Tsubota S (2017). PRC2-mediated transcriptomic alterations at the embryonic stage govern tumorigenesis and clinical outcome in MYCN-driven neuroblastoma. Cancer Res..

[50] Claeys S (2019). ALK positively regulates MYCN activity through repression of HBP1 expression. Oncogene.

[51] Dunican DS (2020). Bivalent promoter hypermethylation in cancer is linked to the H327me3/H3K4me3 ratio in embryonic stem cells. BMC Biol..

[52] Li Z (2018). EZH2 regulates neuroblastoma cell differentiation via NTRK1 promoter epigenetic modifications. Oncogene.

[53] Bownes LV (2021). EZH2 inhibition decreases neuroblastoma proliferation and in vivo tumor growth. PLoS ONE.

[54] Wang C (2012). EZH2 Mediates epigenetic silencing of neuroblastoma suppressor genes CASZ1, CLU, RUNX3, and NGFR. Cancer Res..

[55] Burr ML (2019). An evolutionarily conserved function of polycomb silences the MHC class I antigen presentation pathway and enables immune evasion in cancer. Cancer Cell.

[56] Mathsyaraja H (2019). Max deletion destabilizes MYC protein and abrogates Eµ-Myc lymphomagenesis. Genes Dev..

[57] Augert A (2020). MAX functions as a tumor suppressor and rewires metabolism in small cell lung cancer. Cancer Cell.

[58] Castell A (2022). MYCMI-7: a small MYC-binding compound that inhibits MYC: MAX interaction and tumor growth in a MYC-dependent manner. Cancer Res. Commun..

[59] Doxakis E, Howard L, Rohrer H, Davies AM (2008). HAND transcription factors are required for neonatal sympathetic neuron survival. EMBO Rep..

[60] Schulte JH (2009). Lysine-specific demethylase 1 is strongly expressed in poorly differentiated neuroblastoma: implications for therapy. Cancer Res..

[61] Swahari V, West AE (2019). Histone demethylases in neuronal differentiation, plasticity, and disease. Curr. Opin. Neurobiol..

[62] Upadhyay G, Chowdhury AH, Vaidyanathan B, Kim D, Saleque S (2014). Antagonistic actions of Rcor proteins regulate LSD1 activity and cellular differentiation. Proc. Natl Acad. Sci. USA.

[63] Teitz T (2011). Preclinical models for neuroblastoma: establishing a baseline for treatment. PLoS ONE.

[64] Hackett CS (2014). Expression quantitative trait loci and receptor pharmacology implicate Arg1 and the GABA-A receptor as therapeutic targets in neuroblastoma. Cell Rep..

[65] Gryder BE (2017). PAX3-FOXO1 establishes myogenic super enhancers and confers BET bromodomain vulnerability. Cancer Discov..

[66] Malynn BA (2000). N-myc can functionally replace c-myc in murine development, cellular growth, and differentiation. Genes Dev..

[67] Riddell J (2014). Reprogramming committed murine blood cells to induced hematopoietic stem cells with defined factors. Cell.

[68] Celik H (2018). JARID2 functions as a tumor suppressor in myeloid neoplasms by repressing self-renewal in hematopoietic progenitor cells. Cancer Cell.

[69] Burkhart CA, Norris MD, Haber M (2002). A simple method for the isolation of genomic DNA from mouse tail free of real-time PCR inhibitors. J. Biochem. Biophys. Methods.

[70] Haraguchi S, Nakagawara A (2009). A simple PCR method for rapid genotype analysis of the TH-MYCN transgenic mouse. PLoS ONE.

[71] Bode VC (1984). Ethylnitrosourea mutagenesis and the isolation of mutant alleles for specific genes located in the T region of mouse chromosome 17. Genetics.

[72] Salinger AP, Justice MJ (2008). Mouse mutagenesis using N-ethyl-N-nitrosourea (ENU). CSH Protoc..

[73] Gifford AJ (2021). A primer for assessing the pathology in mouse models of neuroblastoma. Curr. Protoc..

[74] Anthis NJ, Clore GM (2013). Sequence-specific determination of protein and peptide concentrations by absorbance at 205 nm. Protein Sci..

[75] Ayed A (2001). Latent and active p53 are identical in conformation. Nat. Struct. Biol..

[76] Lutz W (1996). Conditional expression of N-myc in human neuroblastoma cells increases expression of alpha-prothymosin and ornithine decarboxylase and accelerates progression into S-phase early after mitogenic stimulation of quiescent cells. Oncogene.

[77] Carter DR (2015). Therapeutic targeting of the MYC signal by inhibition of histone chaperone FACT in neuroblastoma. Sci. Transl. Med..

[78] Su Z (2014). An investigation of biomarkers derived from legacy microarray data for their utility in the RNA-seq era. Genome Biol..

[79] Winer J, Jung CK, Shackel I, Williams PM (1999). Development and validation of real-time quantitative reverse transcriptase-polymerase chain reaction for monitoring gene expression in cardiac myocytes in vitro. Anal. Biochem..

[80] Gamsjaeger R (2013). A structural analysis of DNA binding by myelin transcription factor 1 double zinc fingers. J. Biol. Chem..

[81] Valdes-Mora F (2017). Acetylated histone variant H2A.Z is involved in the activation of neo-enhancers in prostate cancer. Nat. Commun..

[82] Porro A (2010). Direct and coordinate regulation of ATP-binding cassette transporter genes by Myc factors generates specific transcription signatures that significantly affect the chemoresistance phenotype of cancer cells. J. Biol. Chem..

How the deposited data were processed for this re-analysis (not part of the article)

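The re-analysis used the 16 mouse RNA-Seq libraries of the paper's ganglia experiment: 12 celiac ganglia of 2-week-old mice and 4 tumors, assigned to 5 groups by their labels. No column of either table was left unmapped. The column headers call the Runx1t1 genotype Het or Hom. Hom was read as homozygous wild type, because the sample labels with the same MYCN genotype, tissue and replicate give Runx1t1 wild-type and no label gives a homozygous knockout; every group called wild-type rests on this reading. Tissue was taken from titles and headers, as the cell type label reads neuroblastoma for every sample, ganglia included. Human cell line data of the same study were not among the files and were left out.

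The authors aligned the reads to mm10 with STAR and ran RSEM for each gene. They deposited RSEM expected counts, without normalization, and TPM, scaled by RSEM to the same sum in each library. The tables hold 24411 genes, 19904 of them with a count in any library. Reads from paralogs and pseudogenes that are near copies are shared out by RSEM, so values of such genes are uncertain, and so are those of genes that overlap, because the paper does not state whether counting used the strand.

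Expected counts were rounded to whole numbers. R 4.3.3 with edgeR 4.0.16 filtered genes on low counts by group (filterByExpr), which kept 16665 genes, normalized by TMM and fitted all 5 groups together with the quasi-likelihood model, since 1 group has only 2 samples. There were 7 contrasts, each adjusted by Benjamini-Hochberg with a threshold of 0.05. Folds against a group at or under 3 counts in every library are given as bounds against that floor. Precision was limited by the number of replicates and by depth, from 10692299 to 38618757 counts per library.

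Gene lists were tested with fgsea 1.28.0 (minimum 3 genes, 10000 permutations for the first estimate) and with camera and fry of limma on voom values. camera used a preset correlation of 0.01. The lists were 15 Reactome pathways from the fgsea package (Cell Cycle, Mitotic; S Phase; DNA Replication; M Phase; G2/M Checkpoints; Respiratory electron transport; Translation; Fatty acid metabolism; DNA Repair; Extracellular matrix organization; Interleukin-2 signaling; Cellular response to hypoxia; Interferon Signaling; Neuronal System; Glycolysis), the S and G2M lists of Seurat 5.3.0, and hand-written lists of MYC targets, NF-kB targets, hypoxia genes, immediate early genes, sex-linked genes, genes and MYCN targets that the paper names, and markers of sympathetic neurons, glia, fibroblasts, endothelium, myeloid cells, lymphocytes, erythroid cells, adrenal cortex, chromaffin cells, pancreas, fat, skeletal muscle and smooth muscle. The pancreas list kept too few genes to be tested. Lists of liver and thymocyte genes were added after the data were seen and used only for values per library.

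Genes named in the text are those of the paper that a claim is about and, for each contrast, at most 5 higher and 5 lower genes with the largest fold change among those past the threshold, with a mean TPM of at least 1 and groups that do not overlap. Exceptions were chosen after their values were seen: Alb, Ptprc, Cd4, Cd79a, Dntt, Ddx3y and Kdm5d. Coordinates are from GENCODE vM21 (GRCm38), where 15957 of the tested genes had a single position.

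The tumor-likeness index, distances and dendrogram were computed in Python 3 from log2(TPM + 1) of the 1000 most variable genes, and groups were compared by exact permutation tests. Other splits of the samples were refitted for contrasts between groups of at least 3 samples, 35 splits each.

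Alternatives set before the data were examined were upper-quartile normalization, no filter or a filter of 10 counts in every sample, a minimum log2 fold change of 1, DESeq2 1.42.0, a block for the replicate number, a fit of only the groups compared, other gene numbers, pseudocounts, distances and linkages, and leaving out each library. Genes past the threshold were not counted in fits that left 1 library in a group compared. A term for library depth (under or over 20000000 counts), a term for sex (Ddx3y over or under 1 CPM) and a fit without the ribosomal RNA gene Rn45s were chosen after seeing the data.

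The scripts were tested on simulated data with 200 changed genes. With 3 samples against 4, edgeR recovered 78.5% of them with 13 false calls and DESeq2 92% with 70 false calls, over 16406 genes. With 2 against 3, edgeR recovered 67.5% with 4 false calls and DESeq2 84.5% with 85, over 16400 genes. The simulated counts were drawn with edgeR's own dispersions, without a batch or a library of mixed tissue. Raised genes had a median fitted log2 fold change of 2.03 in edgeR with 3 samples against 4. Recovery of smaller changes and the share of false calls in the real data were not measured.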

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

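The tests for lymphoid tissue, thymus, liver and ganglion tissue below were chosen only after the results were seen. Among 60 groups of 4 values, 8 held a sample far from the others by Dixon's test, and chance alone gives 3.

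Replicate 2 of the transgene-free ganglia with wild-type Runx1t1 lay far from the other 3 ganglia of its group in 4 genes. Mki67 was at 368 CPM against 64.5 in the nearest other ganglion, Ptprc at 551 against 12.5, Cd4 at 134 against 0.952 and Cd79a at 110 against 0.917. Lists of adrenal cortex, pancreas, fat, muscle and blood argue against those tissues: 0 of the 5 lists were highest in this ganglion. Thymus as the main source is argued against by Dntt, which at 1.30 CPM was highest among the ganglia (next 0.317) but far below Cd4, and by a list of thymocyte genes, with a mean of −1.27 log2 CPM here and up to −0.984 in the other ganglia. That list rests on 2 genes, and a small share of thymus stays open. A lymphocyte list written before the data were examined had a mean of 6.12 log2 CPM over its 6 tested genes in this library and at most −0.755 in the other ganglia, and 1 of its 7 genes in the count table was over 1 CPM in any other ganglion. Lymphoid tissue in the dissection may therefore be the source, which stays a hypothesis. The same ganglion was highest in the lists of NF-kB targets (4.58 against 2.22), Interferon Signaling (5.07 against 3.78), Interleukin-2 signaling (6.49 against 4.98), myeloid (5.83 against 3.58), endothelial (6.00 against 5.32), immediate early (4.72 against 4.33) and sex-linked genes (4.12 against 3.81) and Translation (7.28 against 6.97). Without it, the NF-kB, interferon, interleukin, lymphocyte and endothelial lists, lower with MYCN in ganglia with wild-type Runx1t1, no longer passed with fgsea, and the myeloid list was higher. Genotype is shared with the other 3 ganglia, and no biological explanation was tested.

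Replicate 3 of the tumors had Alb at 2512 CPM against 26.5 in the nearest other tumor. The 9 tested genes of a liver list had a mean of 8.88 log2 CPM there and at most 2.32 in the other tumors. All 10 genes of the list in the count table were highest in this tumor, with 9 over 1 CPM in another tumor as well. Liver tissue in the dissection may be the source, as a hypothesis. No biological explanation was tested.

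Replicate 1 of the tumors had Mycn at 49.7 CPM against 15.7 in the nearest other tumor, and a mean of 7.147 log2 CPM over the MYC target list against 7.645. Normal ganglion tissue in this tumor is argued against: at the share that its tumor-likeness index allows, Mycn would be at 15.5 CPM. A difference in expression between tumors stays open and was not tested.

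Replicate 4 of the tumors had Plxnc1 at 12.7 CPM against 16.9 in the nearest other tumor. No technical or biological explanation was tested, and a single value of this kind is within what chance gives.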

How the results depend on the processing

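The terms for library depth and sex and the fit without Rn45s were chosen after seeing the data; the other alternatives were set before the data were examined. Unless stated, the cause was not tested.

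The number of genes changed between MYCN ganglia labelled Runx1t1 het and tumors stayed within 1.5 times 7582 in every alternative counted, from 7015 to 7609 across the 4 fits that each left out 1 tumor. Fits that left out 1 of the MYCN ganglia labelled het were not counted, so dependence on either ganglion is not shown. Between MYCN ganglia with wild-type Runx1t1 and tumors it was 3614 with a minimum log2 fold change of 1, which asks for more by construction, and from 3549 (without replicate 3 of these ganglia) to 6755 across the 7 fits that each left out 1 library.

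Between MYCN ganglia labelled het and with wild-type Runx1t1, the 2 genes became 1 with upper-quartile normalization, 1 with no filter on low counts, 4 with at least 10 counts in every sample, 1 with a replicate block (neither of the 2), 0 with the term for library depth, 0 with the term for sex, 1 without Rn45s, 264 with DESeq2 and 0 with only the groups compared in the fit. Leaving out 1 ganglion with wild-type Runx1t1 gave from 0 (without replicate 1 or 4) to 320 (without replicate 3), and fits without 1 ganglion labelled het were not counted. Between MYCN and transgene-free ganglia with wild-type Runx1t1, the 156 genes became 238 with upper-quartile normalization, 0 with the replicate block, 308 with the term for library depth, 50 with the term for sex, 236 without Rn45s, 1285 with DESeq2 and 0 with only the groups compared. Leaving out 1 ganglion gave from 0 (without replicate 1 or 4 with MYCN, or replicate 1, 3 or 4 without) to 1811 (without replicate 3 with MYCN), and 675 without replicate 2 of the transgene-free ganglia. On simulated data DESeq2 made 70 false calls at 3 samples against 4 where edgeR made 13. Those data were drawn with edgeR's dispersions and held no batch or mixed tissue. They do not show how many of the 264 or 1285 calls of DESeq2 were false.

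DESeq2 gave 14 genes between MYCN and transgene-free ganglia labelled het, 5 between transgene-free ganglia labelled het and with wild-type Runx1t1 and 31 for the interaction, where edgeR gave 0 (242, 687 and 937 at an unadjusted p under 0.05); with only the groups compared, the first of these was 9. Across fits that left out 1 ganglion of the groups other than MYCN ganglia labelled het, the interaction gave from 0 to 1 gene. The 1 gene came without replicate 1 of the transgene-free ganglia labelled het.

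The index difference between MYCN ganglia with wild-type Runx1t1 and transgene-free ganglia ranged from 0.156 to 0.384 across the 16 analyses that each left out 1 library. Without replicate 1 (0.156) or 4 (0.261) of these MYCN ganglia the exact permutation p was 0.0556, and without replicate 3 (0.384) it was 0.0278. With 2 against 7 ganglia this test cannot give less than 0.0278. With 1 minus the Pearson correlation as distance, the ratio of distances was 3.27 in MYCN ganglia with wild-type Runx1t1 and 6.45 in those labelled het, and the height of joining the transgene-free ganglia relative to the tumors was 1.91 in place of 0.417, since the former joined the tumors. With a pseudocount of 0.1 both kinds of MYCN ganglia joined each other first, and without replicate 1 of those labelled het their relative heights were equal (0.428). The share of the MYCN effect kept was 0.157 over all tested genes, 0.270 with the term for library depth and from 0.244 to 0.542 with 1 ganglion left out. The difference in Runx1t1 between 1 and 2 alleles ranged from −0.65 to 0.17, reversed without replicate 1 of the MYCN ganglia with wild-type Runx1t1. Against tumors, Runx1t1 in those ganglia ranged from −1.34 to 0.0586, reversed without replicate 3.

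Of the 21 gene lists between MYCN ganglia labelled het and with wild-type Runx1t1, 17 passed with camera and 0 with fry, and of the 20 between MYCN and transgene-free ganglia also 17 and 0. Against tumors, myeloid genes passed with the replicate block. In MYCN ganglia labelled het against tumors, lists that were not past the threshold on either side reversed. Ranked by log2 fold change, the NES was 1.21 for Cellular response to hypoxia, −0.747 for fatty acid metabolism, −0.643 for Interleukin-2 signaling, −0.954 for lymphocytes and −0.963 for NF-kB targets. With the term for library depth it was 0.806 for respiratory electron transport, 1.23 for fat, 1.17 for erythroid cells, −1.21 for lymphocytes and 0.969 for skeletal muscle, and with the term for sex −0.595 for fatty acid metabolism. With the replicate block it was 0.652 for fat, −0.754 for lymphocytes and 0.755 for skeletal muscle. The direction (1 or −1) was −1 with camera for lymphocytes, 1 with fry for skeletal muscle and, with wild-type Runx1t1 against tumors, −1 with camera for immediate early genes.

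Of 110 other results (single genes and lists), 60 changed under some setting: 158 values were weaker, 24 stronger, 6 moved and 18 reversed, and 1239 stayed the same. Thinned to equal counts per library, the contrasts gave 7036, 5090, 2, 134, 0, 0 and 0 genes in the order above; thinning does not show what more depth would add.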

Differences from the paper's values

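The paper's text gives lower oxidative phosphorylation and fatty acid metabolism sets and higher IL2-STAT5, TNFA and hypoxia sets in human knockdown cells and describes the same sets in MYCN ganglia with 1 functional Runx1t1 allele. In the ganglia column of its Fig. 8a, fatty acid metabolism has the color of higher sets. The lists tested here stand in for the Hallmark sets and hold other genes. Respiratory electron transport had an NES of −0.799 (adjusted p = 0.912 from fgsea, median log2 fold change −0.09), fatty acid metabolism 0.753 (adjusted p = 0.912), Interleukin-2 signaling 0.925 (adjusted p = 0.742), NF-kB targets 0.732 (adjusted p = 0.882), the hypoxia genes 1.46 (adjusted p = 0.111) and Cellular response to hypoxia −0.789 (adjusted p = 0.862). With a term for sex, chosen after seeing the values, respiratory electron transport had −1.65 (fgsea adjusted p = 0.00152; from 0.00152 to 1 over its alternatives). With a term for library depth, also chosen after seeing the values, the hypoxia genes had 1.58 (fgsea adjusted p = 0.0474; from 0.0474 to 0.741 over their alternatives). None of the alternatives set before the data were examined brought any of these lists past the threshold.

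The paper describes MYCN ganglia with wild-type Runx1t1 as clustering closer to tumors. Their group mean lay closer to the tumors than the means of the other ganglia here too, but not each ganglion did. Replicate 3, with an index of 0.0478, lay below replicate 2 labelled het (0.123) and transgene-free replicate 2 with wild-type Runx1t1 (0.259). The latter is the ganglion that stood apart in lymphocyte genes. The index difference between both kinds of MYCN ganglia had an exact permutation p of 0.3. In the dendrogram of group means, MYCN ganglia with wild-type Runx1t1 joined the other ganglia at a height of 26.6 and the tumors joined last, at 63.9. With 1 minus the Pearson correlation as the distance, an alternative set before the data were examined, they joined the tumors, and in none of the other alternatives for the dendrogram with all libraries did they do so.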

Other observations

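The tests for polyadenylated RNA, library batch along the index and a mislabelled sample below were chosen only after the results were seen.

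On average, MYCN ganglia with wild-type Runx1t1 lay between transgene-free ganglia and tumors. The listed cell cycle genes alone do not account for this position, since the index difference was 0.236 without them. Other genes that change with the share of dividing cells stay in the index, so proliferation as the whole cause is not decided. The spread of these MYCN ganglia along the index is not explained by library depth alone: replicates 3 and 4, both over 20000000 counts, differed by 0.244, while the 4 transgene-free ganglia of that depth spanned 0.0624. A difference in the stage of hyperplasia between mice stays open and was not tested.

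Of the 35 splits of the 7 libraries, 1 (the real one) gave as many as 5755 genes between MYCN ganglia with wild-type Runx1t1 and tumors. Between MYCN and transgene-free ganglia with wild-type Runx1t1, 3 of 35 splits gave as many as 156: the real one, 1 that set replicates 1 and 4 with MYCN and replicate 2 without apart (3054) and 1 that set replicates 1, 3 and 4 without MYCN apart (238). The split that follows library depth gave 1 gene. Between transgene-free ganglia labelled het and with wild-type Runx1t1, no split gave any gene, and 24 of 35, the real one included, gave at least as many at an unadjusted p under 0.05 as the real 687.

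Sex was uneven between ganglia and tumors. A term for sex left 6480 genes between MYCN ganglia labelled het and tumors, 6272 of them shared with the 7582, which argues against sex as the whole cause. Kdm5d was at 1.01 and 3.59 CPM in tumor replicates 1 and 2 and from 23.1 to 31.9 CPM in the other 4 libraries with Ddx3y.

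Glia and stroma alone as the cause of genes higher in MYCN ganglia labelled het than in tumors are argued against by sympathetic neuron markers, with a median log2 fold change of 2.76. Handling time at dissection would raise immediate early genes, whose NES was 0.932.

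Reads of the human transgene counted on mouse Mycn are argued against: the log2 fold change of Mycn with the transgene was 0.26 in ganglia with wild-type Runx1t1. Strain differences linked to the knockout allele would gather genes changed between the MYCN ganglia of both genotypes near Runx1t1, but 6.27% of DESeq2's calls lay on chromosome 4, which holds 6.19% of the tested genes.

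The 6 ganglion libraries under 20000000 counts differed from the others in 43 genes with a term for library depth in edgeR, 35 higher and 8 lower. Fewer counts as the whole cause are argued against, since 26 of the 43 genes passed after thinning to equal counts. Selection of polyadenylated RNA would shift histone genes together, but within the transgene-free groups 33 of 65 were higher; with the term for library depth 64 of 65 were higher (median log2 1.38), as were cell cycle genes (median 1.07). A library batch of another kind stays open, and both MYCN ganglia labelled het lie within it.

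Runx1t1 RNA was not lower in transgene-free ganglia labelled het than in those with wild-type Runx1t1. A single mislabelled sample is argued against: with each library left out, the lowest log2 fold change was 0.24. Compensation by the other allele, or RNA from the knockout allele, stays open and was not tested.

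In 228 genes, each of the 3 MYCN ganglia with wild-type Runx1t1 and each tumor lay below all other ganglia. In these genes the mean of those 3 ganglia was lower than the mean of the other ganglia by at least 1.5 times. Of the 10 choices of 3 of the 5 MYCN ganglia, 1 (the real one) gave as many, the next gave 156, and 10 choices cannot show that chance is excluded. For higher genes (136), 2 of 10 choices gave as many, the larger 575. A strain variant at a single locus as the whole cause is argued against: chromosome 4, which carries Runx1t1, had most genes, but these were 9.46% of those with a position (6.19% of tested genes), and 63.4% of random draws gave as many on some chromosome. Only 2 lay within 20 Mb of Runx1t1. On chromosome 4 itself 3.50% of draws gave as many, so a share from linked variants stays open.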
